# Inhibition of miR-10b treats metastatic breast cancer by targeting stem cell-like properties

**DOI:** 10.18632/oncotarget.28641

**Published:** 2024-08-26

**Authors:** Alan Halim, Nasreen Al-Qadi, Elizabeth Kenyon, Kayla N. Conner, Sujan Kumar Mondal, Zdravka Medarova, Anna Moore

**Keywords:** breast cancer, metastasis, stem-like cells, nanoparticle, miR-10b

## Abstract

Despite advances in breast cancer screening and treatment, prognosis for metastatic disease remains dismal at 30% five-year survival. This is due, in large, to the failure of current therapeutics to target properties unique to metastatic cells. One of the drivers of metastasis is miR-10b, a small noncoding RNA implicated in cancer cell invasion, migration, viability, and proliferation. We have developed a nanodrug, termed MN-anti-miR10b, that delivers anti-miR-10b antisense oligomers to cancer cells. In mouse models of metastatic triple-negative breast cancer, MN-anti-miR10b has been shown to prevent onset of metastasis and eliminate existing metastases in combination with chemotherapy, even after treatment has been stopped. Recent studies have implicated miR-10b in conferring stem cell-like properties onto cancer cells, such as chemoresistance. In this study, we show transcriptional evidence that inhibition of miR-10b with MN-anti-miR10b activates developmental processes in cancer cells and that stem-like cancer cells have increased miR-10b expression. We then demonstrate that treatment of breast cancer cells with MN-anti-miR10b reduces their stemness, confirming that these properties make metastatic cells susceptible to the nanodrug actions. Collectively, these findings indicate that inhibition of miR-10b functions to impair breast cancer cell stemness, positioning MN-anti-miR10b as an effective treatment option for stem-like breast cancer subtypes.

## INTRODUCTION

Breast cancer is estimated to be the most diagnosed cancer overall and second-most lethal cancer among women in 2024 [1]. Changes to screening guidelines and advances in medicine have greatly increased survival rates; however, the most favorable prognoses are reserved for breast cancer detected when still localized, with a five-year survival rate of 99% [2]. Five-year survival rates for breast cancer that has metastasized to distant sites remain dismal at 30% overall [2]. A major contributor to this disparity in survival between localized and metastatic disease is the lack of therapeutics designed specifically for targeting metastases. Indeed, the breast cancer subtypes with the best survival rates – hormone receptor-positive or HER2-enriched – are those that are less likely to metastasize and with dependencies on signaling pathways that can be targeted therapeutically [2]. In contrast, metastatic disease is commonly of the triple-negative subtype, lacking a clear target and making treatment particularly difficult. While there is a need to identify treatments for triple-negative breast cancer in general, it is metastases that cause most patient deaths [3–5]. As such, the development of therapeutics aimed specifically at metastases or the metastatic process is of great clinical urgency. These therapeutics would serve as effective treatments for the most common cause of death not only for triple-negative breast cancer but for all aggressive breast cancers.

To fill this gap and develop effective options for treatment of metastatic breast cancer, it is important to understand the drivers of metastasis. MicroRNA-10b (miR-10b) is a small noncoding RNA molecule overexpressed in metastases compared to their primary tumors [6]. It has been implicated in breast cancer cell invasion and migration [7–9], and its overexpression is sufficient to confer onto breast cancer cells the ability to spontaneously metastasize [8]. Importantly, we found that miR-10b also serves as a critical driver of metastatic cell viability and proliferation [9]. This discovery led us to the notion that inhibition of miR-10b is a feasible mechanism to treat metastatic breast cancer. To accomplish this, we synthesized the nanodrug consisting of anti-miR-10b antisense oligomers (ASOs) conjugated to iron oxide-based magnetic nanoparticles (MN) that serve as delivery vehicles for oligonucleotides to tumor cells *in vivo.* The magnetic properties of these nanoparticles allowed for their detection by magnetic resonance imaging (MRI) so the delivery of the nanodrug can be monitored non-invasively [7]. Our previous studies in metastatic breast cancer models showed that systemic delivery of this therapeutic, termed MN-anti-miR10b, in mice bearing aggressive primary tumors prevented the onset of metastatic spread with high reproducibility, and if metastases were already present, their growth was halted [7]. Subsequent studies found that combination therapy with doxorubicin elicited regression and elimination of metastases in metastatic breast cancer models corresponding to Stage II and IV of human disease even after treatment was stopped [9, 10].

While MN-anti-miR10b shows tremendous clinical potential, a limitation of our previous studies is their focus on therapeutic outcomes. MiR-10b has over 350 predicted targets [11], many of which regulate gene transcription and translation themselves. Currently it is not known which genes and processes are governed by miR-10b inhibition by the nanodrug, but most importantly, it is not clear which properties make metastatic cells susceptible to the nanodrug actions. Thus, in this work we analyzed differentially expressed genes in response to miR-10b inhibition by the nanodrug to determine which biological processes are affected and how these processes are involved in the therapeutic response. Answering these questions and understanding the consequences and the mechanism of miR-10b inhibition in cancer cells may yield insights toward better therapy optimization for individual patient candidates and/or more effective adjuvant drug combinations.

Previously, we have observed various MN-anti-miR10b effects on cancer cells *in vitro*, including decreased migration, invasion, and proliferation [7, 9] and a direct effect on viability [9, 12]. Phenotypic effects were observed in as little as 24–48 hours treatment, with miR-10b expression decreased almost 90% relative to controls [7, 9]. In this study, we first determined the persistence of miR-10b inhibition after repeated treatments in mouse models of metastatic breast cancer. We observed an average of 99% downregulation within two weekly treatments, demonstrating the ability of MN-anti-miR10b to overcome physiological barriers and effectively downregulate its primary target. To identify mechanisms of therapy, we next performed RNA sequencing of breast cancer cells treated with MN-anti-miR10b *in vitro*. This revealed that inhibition of miR-10b affected many genes associated with developmental processes, suggesting that MN-anti-miR10b acts on the properties of cancer cells conferred by their dedifferentiation into a more stem cell-like state. We also found that this relationship was not limited to breast cancer and has a potential to be extended to other cancers. Lastly, we show that miR-10b expression is tightly connected to stem-like cancer cell subpopulations and demonstrate that inhibition of miR-10b decreases phenotypes associated with stemness. These data provide an explanation for the efficacy of MN-anti-miR10b in mouse models of metastatic breast cancer and support its use in high grade, poorly differentiated breast cancer cases.

## RESULTS

### Systemic administration of MN-anti-miR10b efficiently downregulates miR-10b in metastases

We have previously demonstrated that miR-10b expression was significantly inhibited in metastatic lymph nodes 24–48 hours after treatment with MN-anti-miR10b [7, 9]. Here we extended these studies to investigate the time course of the inhibition after repeated treatments in local and distant metastases. To that end, we first confirmed accumulation of the nanodrug in various metastatic sites 72 hours after injection (Figure 1A).

**Figure 1:**
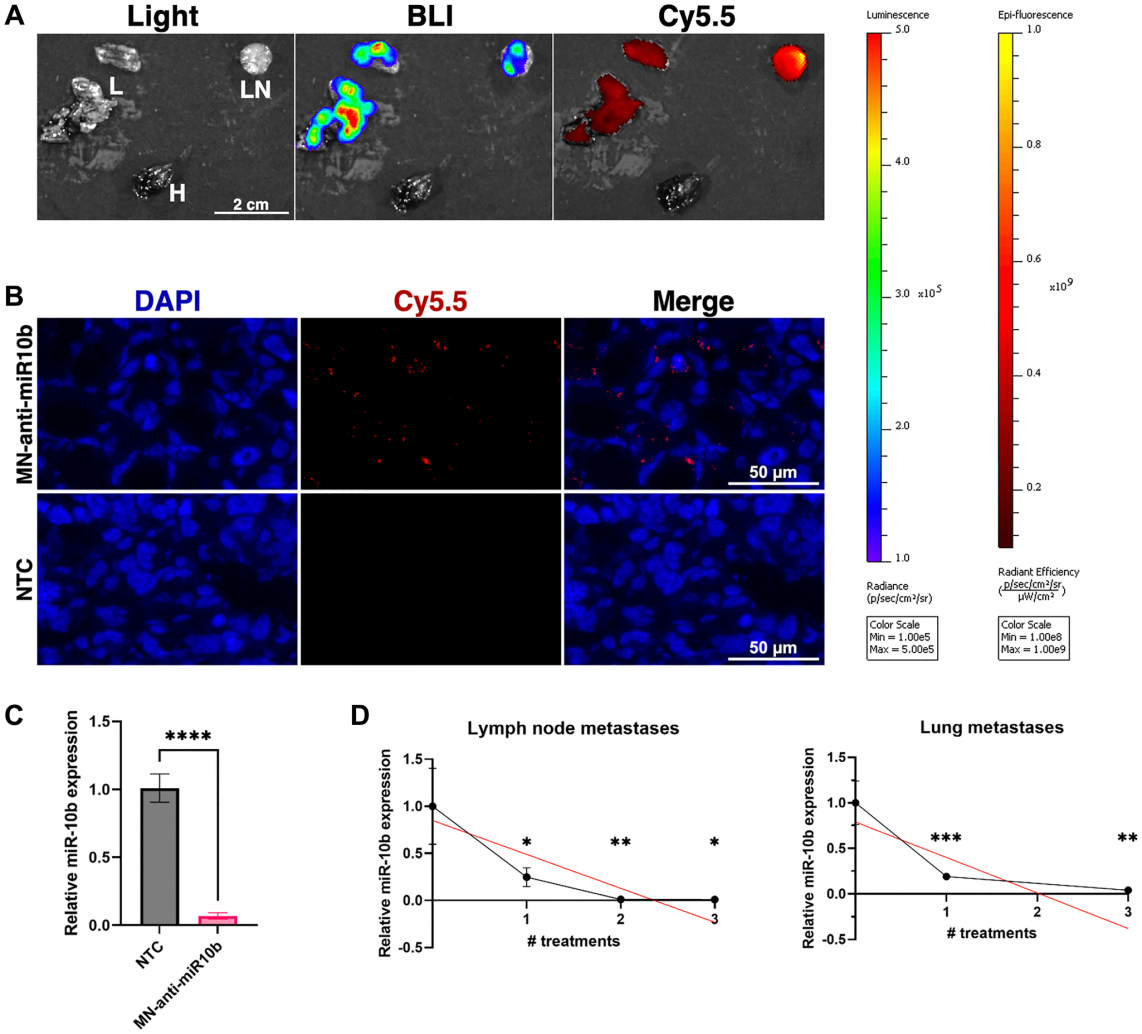
MN-anti-miR10b accumulates in breast cancer metastases within 72 hours and downregulates miR-10b significantly following systemic administration *in vivo*. (**A**) *Ex vivo* imaging of representative metastatic tissues of a mouse treated with MN-anti-miR10b 72 hours prior. Abbreviations: L: lung; LN: lymph node; H: heart. (**B**) Fluorescence microscopy of representative metastatic lymph node tissue treated with MN-anti-miR10b 72 hours prior or non-treated control (NTC). Blue = DAPI. Red = Cy5.5, conjugated to MN-anti-miR10b. (**C**) qPCR of metastatic tissues treated with MN-anti-miR10b 72 hours prior vs. non-treated control (NTC). (**D**) qPCR of metastatic tissues treated with MN-anti-miR10b at weekly intervals, collected 1 week after last treatment. Plots represent mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

Bioluminescence imaging (BLI) and fluorescence imaging (FLI) of excised lung and lymph node metastases showed excellent co-localization of the nanodrug accumulation with metastatic tissues (Figure 1A) similar to our previous findings [10], which was confirmed by fluorescence microscopy (Figure 1B). Consequentially, RT-qPCR of cryosectioned samples showed that miR-10b was inhibited by over 93% (Figure 1C).

To determine whether miR-10b inhibition remained stable over the course of the repeated treatment, we performed weekly dosing as we did in our previous therapeutic studies [7, 9, 10]. At each treatment point, we tested miR-10b expression in lymph node (LN) and lung metastases. In this study, we found that for each number of treatments and in both lymph node and lung metastases, miR-10b was significantly decreased relative to untreated mice, with downregulation of 99% or greater in lymph node metastases after 2 and 3 treatments and downregulation of over 80% in lung metastasis already after one treatment (Figure 1D). When looking at changes over the course of three treatments, linear regression indicates that miR-10b is gradually decreasing (LNs *p* < 0.021, lung *p* < 0.022). This suggests that the rapid downregulation seen at 72 hours here or in our previous work at 24-48 hours [7, 9] could be transient and that repeated treatments are necessary for stable inhibition of miR-10b.

### MN-anti-miR10b upregulates genes associated with developmental processes

To understand what mechanisms may underlie the therapeutic effects of MN-anti-miR10b, we performed RNA sequencing and differential gene expression analysis on the two triple-negative breast cancer cell lines used in our previous therapeutic studies – human MDA-MB-231 and murine 4T1. 

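RNA was sequenced from MDA-MB-231 cells, a human triple-negative breast cancer line, and from 4T1 cells, a mouse triple-negative breast cancer line, in 18 libraries, 3 for each of 3 treatments in each line. MN-anti-miR10b, a magnetic iron oxide nanoparticle that carries the antisense oligonucleotide (ASO), or MN, the nanoparticle vehicle, was given at 50 µg Fe/mL for 48 h, and NTC cells were left untreated. The authors aligned single reads of stranded mRNA libraries with Bowtie2 to GRCh38 or GRCm39, counted them on genes with featureCounts, and deposited the counts without normalization. In MDA-MB-231, between 22193488 and 48291455 reads per library were counted on genes, with a median of 23871761 in NTC, 27963614 in MN and 24674316 in MN-anti-miR10b. In 4T1, the median was 35071577 in NTC, 35543379 in MN and 35386721 in MN-anti-miR10b. Counts were scaled by edgeR's TMM method and compared in 1 model per cell line that held all 3 treatments, with p-values adjusted by the Benjamini-Hochberg method and a gene called at an adjusted p below 0.05. Libraries are numbered 1 to 3 within each treatment. Libraries with the same number varied together, though weakly for number 2 in MDA-MB-231. Values from the same model with the number as a replicate block are therefore given beside the results. The miR-10b gene had 0 counts in each of the 18 libraries, which allows up to 3 counts in any of them, so the loss of miR-10b itself was not detectable here.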

Cells were treated with MN-anti-miR10b, vehicle control (MN), or left untreated (non-treated control, NTC) for 48 hours. As both MN-anti-miR10b and MN are routinely synthesized in small batches, successful inhibition of miR-10b by MN-anti-miR10b and not by MN was confirmed prior to sequencing (Figure 2A; *n* = 3 biological replicates). 

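Principal components were computed for each cell line from DESeq2's variance-stabilized counts of the 500 most variable genes. In MDA-MB-231, PC1 held 80.0% of the variance and did not separate the 3 MN-anti-miR10b libraries from the other 6 (two-sided exact permutation test of the PC1 scores, p = 0.595). Along PC1, the 3 libraries numbered 1, 1 from each treatment, lay apart from the other 6, a grouping tested after the scores were seen (same exact test, p = 0.0119, the smallest p that 3 libraries against 6 allow). The MN-anti-miR10b libraries lay apart from the MN and NTC libraries along PC2, which held 9.56% of the variance (same exact test, p = 0.0119). They overlapped with the others on PC2 with log2 CPM (exact p = 0.940), with all genes that passed the filter (exact p = 0.0357) and without MN-anti-miR10b library 3 (exact p = 0.0714). In 4T1, PC1 held 58.2% of the variance and the scores of the MN-anti-miR10b libraries differed on average from the others (exact permutation test, p = 0.0357), but the groups overlapped. With 1 library left out at a time, the exact p in 4T1 was above 0.05 except without NTC library 3 (0.0179, with no overlap) and without MN library 3 (0.0357), and it was highest, 0.25, without MN-anti-miR10b library 3, where the share was 42.2%. With log2 CPM in place of variance-stabilized counts, PC1 of 4T1 held 33.7% of the variance (exact permutation test, p = 0.357), and with all genes that passed the filter 41.2% (exact p = 0.452). When each replicate number's mean was removed, a setting for the components added after the data were seen, PC1 separated MN-anti-miR10b from the other treatments in both lines and held 60.3% of the variance in MDA-MB-231 and 80.1% in 4T1 (exact permutation test, p = 0.0119 in each). That p counts all 84 splits of the libraries, although after this removal only exchanges within a number are fair. It is smaller than a test within the numbers could give.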

Principal component analysis (PCA) revealed that, in both cell lines, the anti-miR-10b ASO was the largest contributor to variance, as the MN and NTC samples clustered together and apart from MN-anti-miR10b along the first principal component (PC1; Figure 2B). In addition to demonstrating the largest perturbance caused by the nanodrug, importantly, this finding supported MN as a transcriptionally innocuous platform for delivery of therapeutic biomolecules.

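Between MN and NTC, 0 of 19189 genes tested in MDA-MB-231 and 0 of 15206 in 4T1 had an adjusted p below 0.05 from edgeR's quasi-likelihood test, with 217 and 257 genes at an unadjusted p below 0.05. Between MN-anti-miR10b and NTC, the same test called 1 gene in MDA-MB-231, LGR5, and 22 genes in 4T1, 12 higher and 10 lower. LGR5 had a log2 fold change of -1.37 (standard error 0.149, adjusted p = 0.0454), and its adjusted p lay between 0.136 and 0.299 when 1 of the compared libraries was left out. Without NTC library 2, the count in 4T1 was 1. With the replicate block, 5 genes in MDA-MB-231 and 256 in 4T1 differed between MN and NTC, against 667 and 3040 between MN-anti-miR10b and NTC. DESeq2 called 109 and 558 genes between MN and NTC with the block, and 0 and 15 without it. The 256 genes rested on the libraries numbered 1, since 1 gene, Tfrc, was called without them. The 5 genes in MDA-MB-231, named after their values were seen, were MIR12136, with a log2 fold change of -0.70, and the ribosomal RNA copies RNA45SN2, RNA45SN3, RNA45SN4 and RNA45SN5, between 0.77 and 0.83, whose reads the counting could have split between the copies. Of 7 gene lists, the interferon response list was higher with MN than NTC in 4T1, with a median log2 fold change of 0.80 and 28 of 28 genes higher (camera with a preset correlation, adjusted p = 1.72e-35, and fry, adjusted p = 0.0984). Without MN library 1, that median was 0.54. Adjusted over the list alone, 14 of the 28 genes were called, against 0 over all genes tested. With the block, 27 were called over all genes tested (fry, adjusted p = 0.0628).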

**Figure 2:**
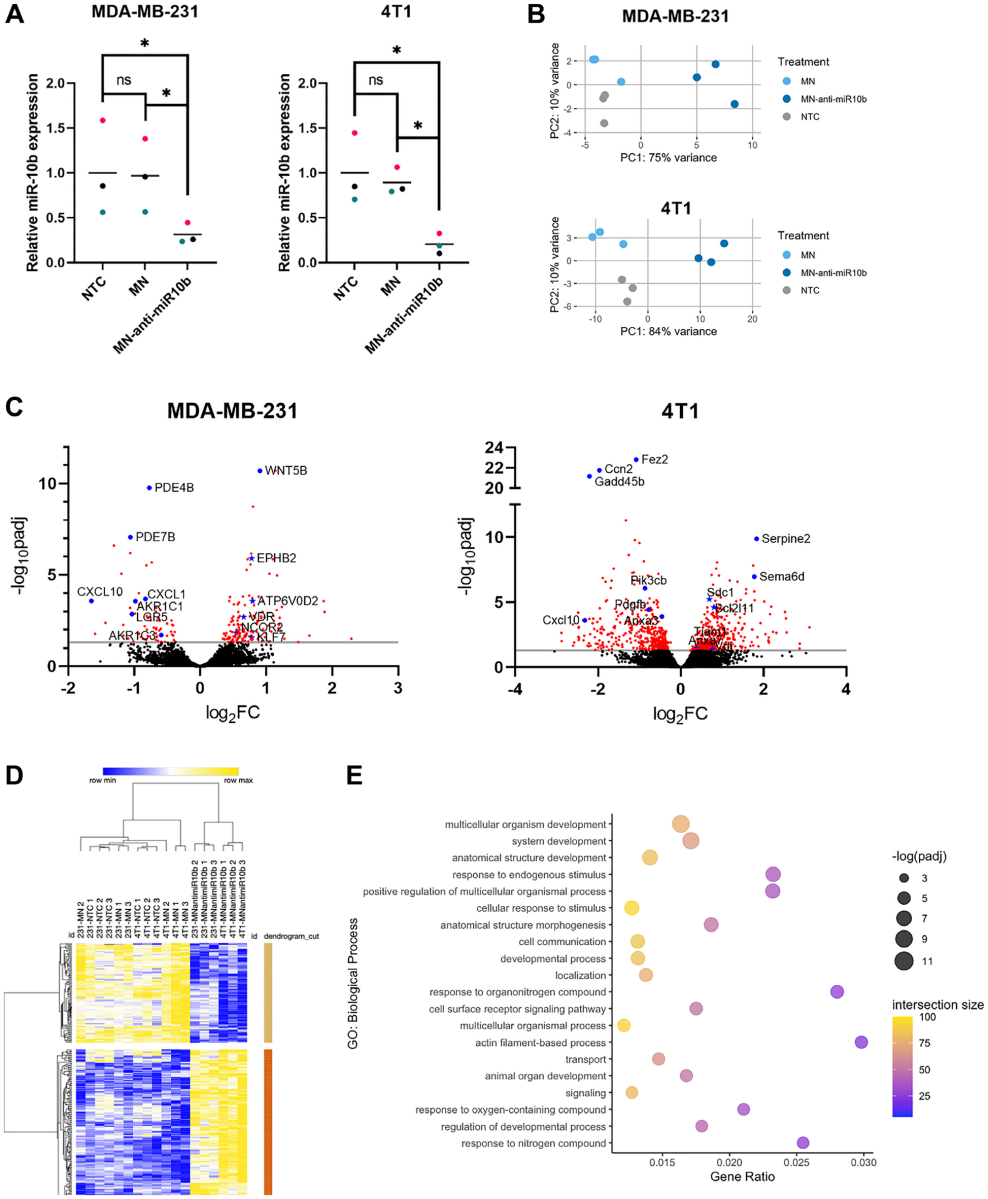
Differential gene expression and functional enrichment analysis of breast cancer cells with miR-10b inhibited by MN-anti-miR10b. (**A**) qPCR of MDA-MB-231 and 4T1 cells treated with MN-anti-miR10b or MN for 48 hours or non-treated control (NTC). Colors represent matched replicates. Line represents mean. ^*^ *p* < 0.05. (**B**) Principal component analysis of transcriptomes of MDA-MB-231 and 4T1 cells treated with MN-anti-miR10b, MN for 48 hours or non-treated control (NTC). (**C**) Volcano plots of MDA-MB-231 and 4T1 cells representing differential gene expression between MN-anti-miR10b and MN treatment for 48 hours. Line indicates *p*_adj_ = 0.05. Red points indicate *p*_adj_ < 0.05. Blue points are notable genes, with titles. Blue stars are predicted targets of miR-10b, with titles. (**D**) Unsupervised hierarchical clustering of normalized, batch-corrected MDA-MB-231 and 4T1 transcriptomes. Rows represent differentially expressed genes between MN-anti-miR10b and MN. (**E**) Top 20 most significant biological processes overrepresented by genes upregulated in MN-anti-miR10b-treated samples vs. MN-treated.

With consideration to the differences in human and mouse genomes, we first analyzed the MDA-MB-231 and 4T1 samples independent of each other for differentially expressed genes (DEGs). To identify changes induced by the anti-miR-10b ASO specifically, we compared the transcriptomes of MN-anti-miR10b-treated samples to MN-treated samples. 

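Between MN-anti-miR10b and MN in MDA-MB-231, 0 genes were higher and 0 lower at an adjusted p below 0.05, with 1302 genes at an unadjusted p below 0.05. DESeq2 without a block called 25 genes higher and 17 lower, and the edgeR model with the replicate block called each of these 42 genes as well. With that block, 670 genes were higher and 471 lower. The blocked counts were 288 and 251 without the libraries numbered 1, 305 and 147 without those numbered 2, and 227 and 270 without those numbered 3.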

In the MDA-MB-231 samples, we found 144 genes upregulated and 67 genes downregulated by MN-anti-miR10b (Figure 2C). As microRNAs inhibit translation of their target genes [13], upregulation of targets is the most immediate consequence of miR-10b inhibition. Of the upregulated genes, 7 are predicted to be targets on microRNA Target Prediction Database (miRDB) [11] – ATP6V0D2, EPHB2, KLF4, KLF7, NCOR2, TMEM268, and VDR – positioning them as genes whose relationship with miR-10b should be further investigated in the context of miR-10b inhibition-based therapy for metastatic breast cancer. 

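ATP6V0D2, EPHB2, KLF4, KLF7, TMEM268 and VDR had higher fitted expression with MN-anti-miR10b than with MN, by log2 fold changes between 0.58 and 0.78. EPHB2, on chromosome 1 of GRCh38 from 22710839 to 22921500, had the largest of these, 0.78 (standard error 0.106, adjusted p = 0.120 from edgeR's quasi-likelihood test, and 5.02e-05 with the replicate block). Its expression was 53.4 ± 0.577 CPM (SD, n = 3 libraries) with MN and 91.6 ± 4.21 CPM with MN-anti-miR10b. Every MN-anti-miR10b library exceeded every MN library for ATP6V0D2, EPHB2, KLF4, TMEM268 and VDR, and the groups overlapped for KLF7. Chance separates 3 libraries from 3, in either direction, in 10% of genes. None of these 6 genes was called without the block and each was with it, while DESeq2 without a block called EPHB2 and TMEM268 of them. Between MN and NTC, ATP6V0D2 had a fitted log2 fold change of 0.50 (adjusted p = 1). The sequence opposite the miR-10b seed, ACAGGGT, occurs in the longest 3′ UTR of ATP6V0D2, EPHB2, KLF7, TMEM268 and VDR. That of KLF4 lacks it but holds 1 copy of CAGGGTA, the same site shifted by 1 base. ACAGGGT occurs in those of 2363 of 13942 tested genes with an annotated 3′ UTR. After adjustment for UTR length, genes with the site had a mean log2 fold change 0.013 above the others, which ranked 219 among 420 sequences of the same base composition (one-sided exact p from the rank = 0.521). The longer site ACAGGGTA ranked 382, with a difference of the opposite sign. From the prediction of these genes as targets and their upregulation, the paper reasons that their relationship with miR-10b should be studied further.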

Notable downregulated genes include members of the aldo-keto reductase family 1 (AKR1B1P7, AKR1C1, AKR1C2, AKR1C3), chemokine ligands (CXCL1, CXCL8, CXCL10), and the intestinal stem cell marker LGR5. 

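All 8 of these genes had lower fitted expression with MN-anti-miR10b than with MN, none at an adjusted p below 0.05 without the replicate block and all with it. LGR5, on chromosome 12 from 71439798 to 71586310, was at 22.1 ± 3.12 CPM with MN, 11.0 ± 1.37 CPM with MN-anti-miR10b and 28.5 ± 1.33 CPM in NTC (SD, n = 3 libraries). Its log2 fold change against MN was -1.003 (standard error 0.149, adjusted p = 0.158 from edgeR's quasi-likelihood test, and 1.26e-04 with the block). CXCL10 fell from 4.33 ± 0.864 CPM to 1.30 ± 0.319 CPM (SD, n = 3), a log2 fold change of -1.68 (standard error 0.317, adjusted p = 0.338, and 2.67e-04 with the block). These 2 genes were also called by DESeq2 without a block. CXCL8 had a log2 fold change of -1.13 with a standard error of 0.747, and CXCL1 one of -0.98. The largest change among the aldo-keto reductases was that of AKR1C1, -1.27 (standard error 0.394, adjusted p = 0.660, and 7.26e-04 with the block). AKR1C1, AKR1C2 and AKR1C3 are paralogs and AKR1B1P7 is a processed pseudogene, so the counting could have split reads between related genes and their separate values are uncertain.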

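In 4T1, 46 of 15206 genes tested were higher and 91 lower with MN-anti-miR10b than with MN at an adjusted p below 0.05. Without MN library 1 the number higher was 9, and without MN-anti-miR10b library 3 the number lower was 39. With the replicate block, 1645 genes were higher and 1799 lower, and these included all 137 genes called without it. Without the libraries numbered 1, the blocked counts were 619 and 480. Among called genes with a mean of at least 1 CPM and no overlap between the 2 treatments, the largest increases were those of Mmp1b, Ahrr and Add2, with log2 fold changes of 3.13, 2.54 and 2.52, and the largest decreases those of Oas2, Gm4951 and Gm12250, at -2.89, -2.67 and -2.62. Ccn2 fell from 81.4 ± 3.57 CPM to 20.7 ± 5.15 CPM (SD, n = 3 libraries), a log2 fold change of -1.98 (standard error 0.191, adjusted p = 0.00259 from edgeR's quasi-likelihood test). Fitted log2 fold changes were also positive for the 11 genes that the paper takes as predicted miR-10b targets in 4T1 (Wdr26, Vdr, Tnrc6b, Tiam1, Sdc1, Lss, Csgalnact1, Btbd11, Bcl2l11, Arg2 and Anxa7), from 0.33 in Wdr26 to 0.88 in Csgalnact1, and 0 of these genes had an adjusted p below 0.05. Csgalnact1 came closest (standard error 0.179, adjusted p = 0.0504) and was called by DESeq2 without a block, as was Bcl2l11. Bcl2l11 rose from 65.8 ± 10.1 CPM to 113.7 ± 16.3 CPM (SD, n = 3), a log2 fold change of 0.79 (standard error 0.176, adjusted p = 0.0692, and 2.33e-06 with the block). The block brought all 11 below 0.05. The miR-10b seed site occurs in the longest 3′ UTR of 7 of the 10 predicted targets with an annotated 3′ UTR, and not in those of Anxa7, Arg2 and Vdr. Over 12200 genes with an annotated 3′ UTR, 3114 of them with the site, it ranked 355 among 420 sequences (one-sided exact p from the rank = 0.845), and 215, with a difference of the opposite sign, with the UTR of the longest coding sequence.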

In the 4T1 samples, more predicted targets were observed among the upregulated genes: Anxa7, Arg2, Bcl2l11, Btbd11, Csgalnact1, Lss, Sdc1, Tiam1, Tnrc6b, Vdr, and Wdr26. Notably, of 10 genes upregulated in both cell lines, VDR/Vdr is the only predicted target.

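Without the replicate block, 0 genes were called higher in both cell lines and 0 lower, among 10531 genes tested in both, because 0 genes were called in MDA-MB-231. With the block, 120 genes were called higher in both lines against 65.9 expected (Fisher's exact test, one-sided, p = 1.26e-11) and 43 were called lower in both against 36.0 expected (same exact test, p = 0.119). VDR was among the 120. Without the libraries numbered 1, 2 and 3, the blocked counts of genes higher in both lines were 19, 61 and 30 against 10.5, 24.8 and 16.3 expected (same exact test, p = 0.00888, 7.90e-12 and 6.97e-04), and VDR was not among them in any of the 3. Those of genes lower in both were 21, 19 and 21 against 5.38, 11.1 and 12.4 expected (same exact test, p = 8.61e-08, 0.0120 and 0.0119). The exact test takes genes as independent draws, which they are not. The p-values of these overlaps therefore do not measure how well a shared response would repeat in new libraries. VDR lies on chromosome 12 of GRCh38 from 47841537 to 47943048, and its mouse counterpart on chromosome 15 of GRCm39 from 97752306 to 97808511. In MDA-MB-231, VDR was at 14.7 ± 1.89 CPM with MN and 23.5 ± 3.15 CPM with MN-anti-miR10b (SD, n = 3 libraries), with no overlap between the groups. Its log2 fold change was 0.68 (standard error 0.155, adjusted p = 0.527 from edgeR's quasi-likelihood test, and 0.00119 with the block). In 4T1, Vdr was at 3.17 ± 1.68 CPM and 5.14 ± 1.37 CPM (SD, n = 3), with overlapping groups and a log2 fold change of 0.68 (standard error 0.370, adjusted p = 0.603, and 0.0197 with the block). With 1 library left out at a time, the fold change in 4T1 lay between 0.43 and 1.20. The longest 3′ UTR of human VDR holds 1 seed site, at 47843046 to 47843052 on the minus strand, within the sequence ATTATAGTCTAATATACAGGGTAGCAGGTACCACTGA, and that of mouse Vdr holds 0.

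**Figure D1:**
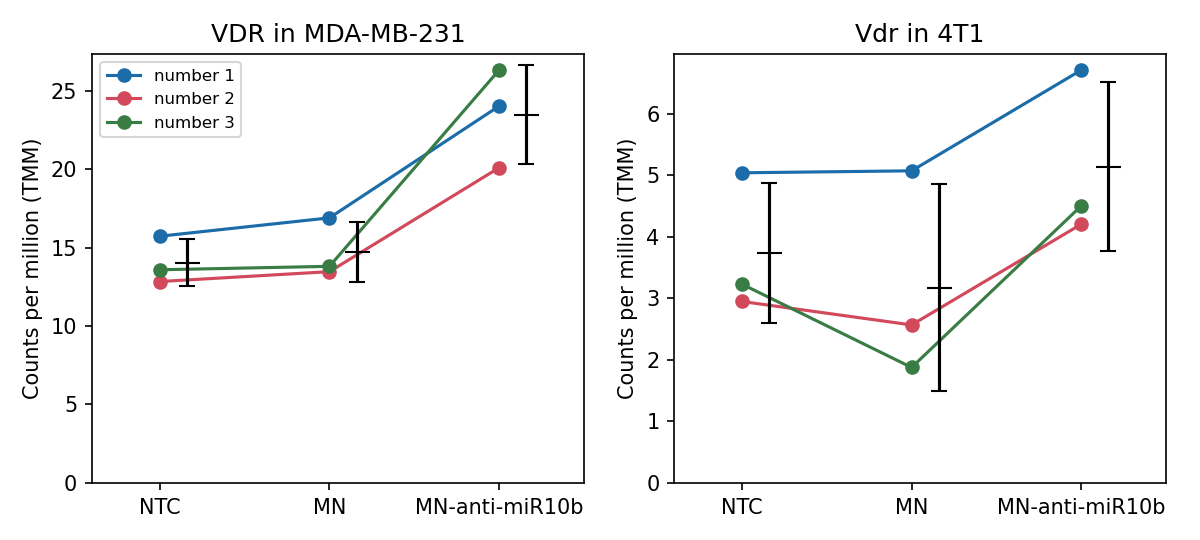
Expression of VDR in MDA-MB-231 and Vdr in 4T1, in CPM scaled by TMM, for each library by treatment, with coloured lines joining libraries of the same number and black marks for the mean and SD of 3 libraries. The means with MN-anti-miR10b are 23.5 CPM in MDA-MB-231 and 5.14 CPM in 4T1.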

For a broader approach to understanding the therapeutic mechanisms of miR-10b inhibition, we next sought to identify and compare the biological processes affected by MN-anti-miR10b in the two cell lines. Functional enrichment analysis was performed on upregulated and downregulated genes to determine overrepresented biological processes. Of 72 biological processes overrepresented in genes upregulated by the nanodrug in MDA-MB-231 cells, 60 were also observed in the 4T1 cells (Supplementary Table 1), with many of them relating to developmental processes, including “cell differentiation” and “tissue development.” While this is not surprising given the importance of miRNAs in early development, the persistence of this relationship in the MDA-MB-231 and 4T1 cells suggests that the cells have de-differentiated into a more stem cell-like state and that MN-anti-miR10b may serve to decrease the stem cell-like features commonly associated with cancer cells, such as chemoresistance [14]. In contrast, there was low overlap in the biological processes overrepresented by downregulated genes, all of them being nonspecific (e.g., “biological regulation” and “response to stimulus”; Supplementary Table 1).

For a more global approach to understanding the therapeutic mechanisms of miR-10b inhibition, we analyzed samples from both cell lines together, correcting for cell line as a covariate. Again, we first isolated differences due to the anti-miR-10b ASO by comparing MN-anti-miR10b-treated samples to MN-treated samples, identifying 162 upregulated genes and 98 downregulated genes (Supplementary Figure 1A). 

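For both cell lines together, genes were joined by symbol and the cell line was a covariate of the model. Of 13430 genes tested, 24 were higher and 15 lower with MN-anti-miR10b than with MN at an adjusted p below 0.05 from edgeR's quasi-likelihood test. Leaving out 1 library at a time gave between 5 (without 4T1 MN library 3) and 42 genes higher (without MDA-MB-231 MN library 1), and between 8 (without 4T1 MN-anti-miR10b library 1) and 35 lower (without MDA-MB-231 MN library 1). The replicate block moved these counts to 744 and 611, and 39 of the 39 genes were called there too. Increases were ranked among called genes with a mean of at least 1 CPM that separated the treatments in both lines. The largest were those of TMEM154, CDKN1A and VASH2, with log2 fold changes of 0.91, 0.86 and 0.83. RTP4 had a log2 fold change of -2.04 (standard error 0.213, adjusted p = 1.87e-05), with between 2 and 18 counts per library in MDA-MB-231.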

When performing unsupervised hierarchical clustering of all samples (including NTC) using the DEGs, MN-treated and NTC samples clustered together and separate from MN-anti-miR10b-treated samples and subsequently clustered by cell line (Figure 2D), supporting the PCAs and indicating that MN has relatively little effect on the cancer cells as a vehicle. 

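The 39 genes called in the combined model were clustered by average linkage on 1 minus Pearson's correlation of log2 CPM, with each cell line's mean removed. Of the 18 libraries, 17 lay on the side of the first division that their treatment gives, MN-anti-miR10b against MN and NTC. With the genes called against NTC, 18 did. With those called under the replicate block, where each number's mean within a line was removed as well, 18 did too. All these genes were chosen by comparisons of MN-anti-miR10b with MN or NTC. A division by treatment was thus largely built in and is not independent evidence. With all genes of the combined model, which were not chosen so, the number on their treatment's side was 9, the lowest that this score can give. When 1 library of 4T1 treated with MN-anti-miR10b was left out, 14 of the remaining 17 libraries lay on that side.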

As expected, functional enrichment analysis found that developmental processes were significantly overrepresented by the upregulated genes (Figure 2E). 

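The interferon response list and the list of NF-kB chemokines and targets hold CXCL10, CXCL11 and CXCL1, genes that the paper also names or labels, so for these genes the lists are not independent evidence. In 4T1, the interferon response list had a median log2 fold change of -1.89 between MN-anti-miR10b and MN, with 28 of 28 genes lower (camera, adjusted p = 2.10e-40, and fry, adjusted p = 0.00714). Of these genes, 20 were called over all genes tested and 28 when adjusted over the list alone. In MDA-MB-231, the median of that list was 0.0051, with 15 genes lower and 15 higher (camera, adjusted p = 0.241), 0 genes called over all genes tested and 1 adjusted over the list alone. With the replicate block, 28 genes of the list were called lower in 4T1 (fry, adjusted p = 0.00806) and 4 in MDA-MB-231 (camera, adjusted p = 0.322), over all genes tested. Without the block and without MN-anti-miR10b library 1, the median of that list in MDA-MB-231 was -0.16 (camera, adjusted p = 0.00718). The difference between the lines, tested as an interaction, had a median of 1.72 (fry, adjusted p = 0.00271). The list of NF-kB chemokines and targets had a median of -0.51 in MDA-MB-231, with 15 of 16 genes lower (camera, adjusted p = 0.0324, and fry, adjusted p = 0.774), and 0 genes called over all genes tested or adjusted over the list alone. With the block, 7 genes of this list were called lower over all genes tested, and 10 lower and 1 higher adjusted over the list alone (camera, adjusted p = 4.89e-04, and fry, adjusted p = 0.2575). That median was -1.09 without MN library 1 and -0.097 without MN library 2, where the camera adjusted p was 0.342. In the combined model, CXCL11 had a log2 fold change of -2.34 (standard error 0.306, adjusted p = 4.91e-04 from edgeR's quasi-likelihood test), with between 2 and 25 counts per library in MDA-MB-231. TNFSF10 had one of -1.35 (standard error 0.236, adjusted p = 0.0122). PARP9 and PARP10 had log2 fold changes of -0.59 and -0.56 and were called with the replicate block (adjusted p = 0.00441 and 0.00539) but not without it (0.190 and 0.124). These falls came mostly from 4T1, where PARP9 went from 112.9 to 57.4 CPM and PARP10 from 81.1 to 42.5 CPM. In MDA-MB-231 they went from 13.4 to 12.6 and from 42.7 to 38.1 CPM. The lines differed for both genes with the block (quasi-likelihood test of the interaction, adjusted p = 3.31e-04 and 0.00182) but not without it (0.372 and 0.351).

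**Figure D2:**
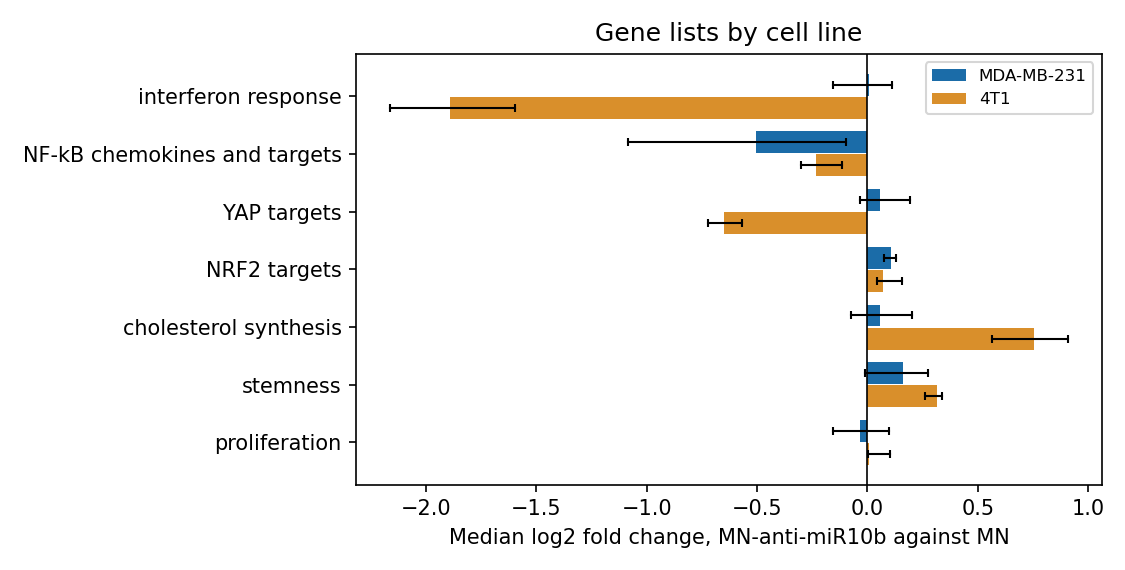
Median log2 fold change of each gene list between MN-anti-miR10b and MN, by cell line, as bars, with black lines for the range of the median over the 9 models that each left out 1 library. The bar of the interferon response list reaches -1.89 in 4T1 and 0.0051 in MDA-MB-231.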

Biological processes overrepresented by the downregulated genes include those associated with stress or immune response, possibly indicating that MN-anti-miR10b functions to decrease tumorigenic inflammation (Supplementary Figure 1B).

To show applicability of our findings to other cancers, we sought to determine whether the DEGs and overrepresented biological processes seen with MN-anti-miR10b in breast cancer can be extended to publicly available data. To that end, we compared our dataset to a published microarray dataset in which miR-10b was inhibited in a glioblastoma multiforme (GBM) cell line, U87, by transducing miR-10b binding sites [15]. In the associated study, inhibition of miR-10b resulted in decreased invasion *in vitro* and smaller tumors *in vivo* compared to controls, as seen with our nanodrug [7] and other miR-10b inhibition studies [16].

Comparison of the genes upregulated by miR-10b inhibition identified only one overlapping gene: VDR (Figure 3A). The consistency with which VDR is upregulated in response to inhibition of miR-10b regardless of species, cancer type, or method and its status as a predicted target of miR-10b makes the gene particularly interesting for future studies in miR-10b-based therapies. In contrast, no genes were consistently downregulated in all three cell lines. With consideration to differences between human (MDA-MB-231 and U87) and mouse (4T1) genomes and biology, we further investigated the overlapping DEGs between MDA-MB-231 and U87 cells. In addition to VDR, there were 10 shared upregulated genes (Figure 3A), including the predicted target ATP6V0D2 and two genes within the same family as predicted targets, LRRC8E and WNT5B (LRRC8B and WNT9B are predicted targets), suggesting that these genes may be human-specific effectors of miR-10b inhibition.

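In MDA-MB-231, LRRC8E, on chromosome 19 from 7888505 to 7902021, was at 29.9 ± 1.59 CPM with MN and 39.9 ± 3.42 CPM with MN-anti-miR10b (SD, n = 3 libraries). Its log2 fold change was 0.42 (standard error 0.128, adjusted p = 0.660 from edgeR's quasi-likelihood test, and 0.0136 with the replicate block). WNT5B, on chromosome 12 from 1529891 to 1647212, was at 40.7 ± 12.8 CPM and 69.5 ± 28.3 CPM (SD, n = 3), with overlapping groups and a log2 fold change of 0.77 (standard error 0.314, adjusted p = 0.727, and 4.05e-04 with the block).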

**Figure 3:**
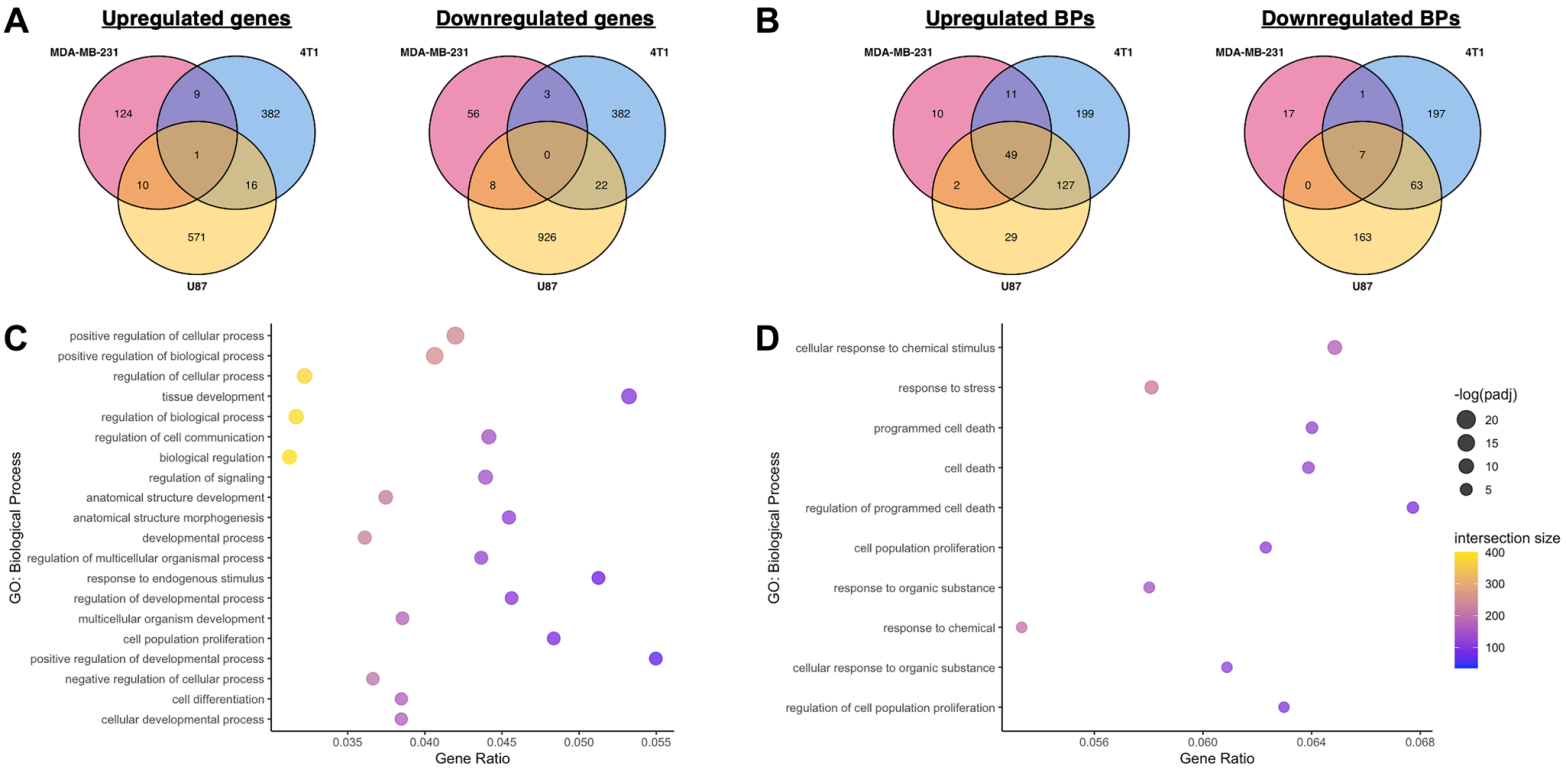
Comparison of transcriptomic effects of miR-10b inhibition in breast cancer cells and glioblastoma. (**A**) Comparison of overlapping genes between MDA-MB-231, 4T1, and U87 datasets, miR-10b inhibited vs. control. (**B**) Comparison of overlapping biological processes overrepresented by upregulated and downregulated genes between MDA-MB-231, 4T1, and U87 datasets, miR-10b inhibited vs. control. (**C**) Top 20 most significant biological processes overrepresented by genes upregulated in U87 dataset, miR-10b inhibited vs. control, also found in MN-anti-miR10b-treated samples. (**D**) All biological processes overrepresented by genes downregulated in U87 dataset, miR-10b inhibited vs. control, also found in MN-anti-miR10b-treated samples.

Functional enrichment analysis of the upregulated and downregulated genes in the U87 dataset was also performed, and the overrepresented biological processes of each gene set were compared to the ones identified in MDA-MB-231 and 4T1 cells (Figure 3B) and combined analysis (Figure 3C, 3D). Interestingly, despite the low similarity in DEGs, 47 of the 125 biological processes overrepresented by the genes upregulated by MN-anti-miR10b were also overrepresented by the genes upregulated in the U87 dataset (Figure 3C and Supplementary Table 1), again with many of them related to development. From the downregulated genes, despite zero shared genes, 10 overrepresented biological processes are shared (Figure 3D), including processes relating to both cell death and proliferation.

Together, these datasets provide insights into the effects of miR-10b inhibition on cancer cells across delivery methods, tissue types, and species. The relatively large overlap in biological processes relative to the overlap in DEGs suggest that the mechanism of therapeutic efficacy of MN-anti-miR10b may be better explained by its functional effect on cancer cells rather than its effects on any one target or pathway. Specifically, the numerous developmental processes implicated by the upregulated genes continue to support a connection between miR-10b inhibition and induction of differentiation in cancer cells.

### miR-10b is upregulated in cancer cells with increased stemness

Recent studies have described a link between miR-10b and stem-like properties in cancer cells [17, 18], supporting inhibition of these properties as a possible mechanism for the therapeutic effects of MN-anti-miR10b. To further investigate this relationship, we analyzed publicly available microRNA profiles of MCF-7 breast cancer cells sorted for a surface marker phenotype commonly associated with increased stemness, CD44^+^/CD24^–/low^/ESA^+^ [19–22]. The sorted cells in the dataset were found to have increased tumor initiation capability relative to parental MCF-7 cells and the capacity to differentiate into both epithelial and myoepithelial subpopulations in a tumor [19]. Despite our *a priori* hypothesis that the sorted cells would have greater miR-10b expression, we utilized an unbiased approach to our analysis and applied the Benjamini-Hochberg procedure to the results, finding that sorted CD44^+^/CD24^–/low^/ESA^+^ cells (sMCF-7) have increased miR-10b expression relative to parental MCF-7 cells (pMCF-7) (Figure 4A; *p*_adj_ < 0.022). These results support a study in which MCF-7 cells sorted for only CD44^+^ had increased miR-10b relative to CD44^-^ cells [17]. Additionally, rno-miR-10b is upregulated in the sorted MCF-7 cells (*p*_adj_ < 0.007). In the human genome, the sequence corresponding to rno-miR-10b aligns with the precursor to miR-10b (pre-miR-10b). When comparing these microRNA profiles to the microRNA profile of mammary stem cells (MaSC) [23], although MaSCs have greater miR-10b and pre-miR-10b expression than parental MCF-7 cells (*p*_adj_ < 0.035 and < 0.014, respectively), there are no significant differences between sorted MCF-7 cells and MaSCs, demonstrating the utility of the CD44^+^/CD24^–/low^/ESA^+^ phenotype in selecting for a more stem-like population in breast cancer cells. Indeed, sorted MCF-7 cells and MaSCs cluster together and apart from parental MCF-7 cells when the complete profiles are analyzed by principal component and unsupervised hierarchical clustering (Supplementary Figure 2A).

**Figure 4:**
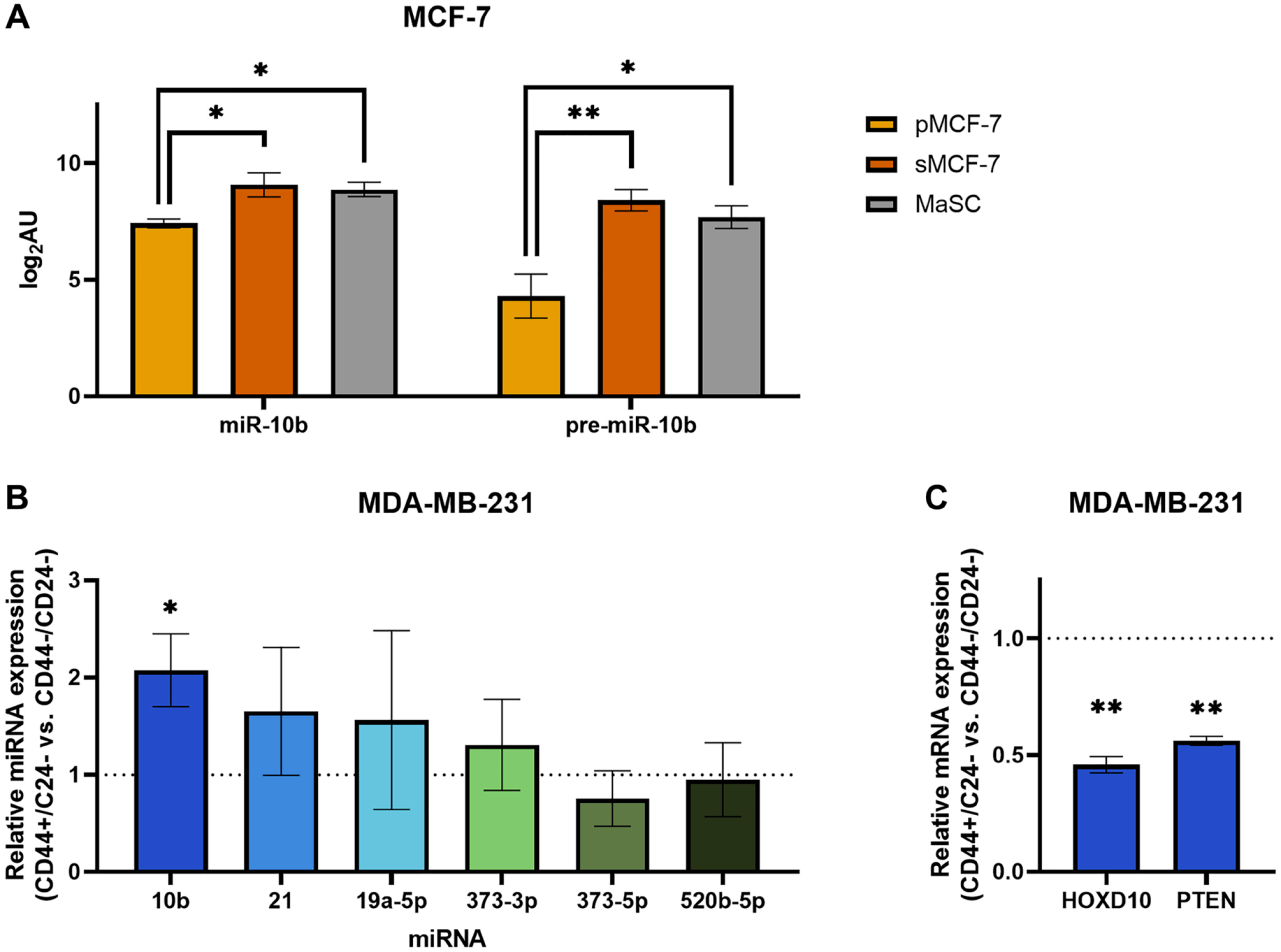
Breast cancer cells sorted for stemness-associated surface markers have upregulated miR-10b expression. (**A**) Log2-transformed arbitrary units of miR-10b and pre-miR10b microarray data in MCF-7 cells. Abbreviations: pMCF-7: parental MCF-7; sMCF-7: sorted (CD44^+^/CD24^–/low^/ESA^+^) MCF-7; MaSC: mammary stem cell. ^*^ *p*_adj_ < 0.05, ^**^ *p*_adj_ < 0.01 (**B**) qPCR of miRNAs representing fold change of CD44^+^/CD24^–^ MDA-MB-231 cells relative to CD44^–^/CD24^–^ (dashed line). (**C**) qPCR of mRNAs representing fold change of CD44^+^/CD24^–^ MDA-MB-231 cells relative to CD44^–^/CD24^–^ (dashed line). B and C: Plots represent mean ± SEM. ^*^ *p* < 0.05, ^**^ *p* < 0.01.

To translate the relationship between miR-10b and stem-associated properties to our previous studies, we sought to test these findings in MDA-MB-231 cells. Cells were sorted into CD44^+^/CD24^-^ and CD44^–^/CD24^-^ populations, with CD24^+^ cells not analyzed due to consistently low yields. RT-qPCR analysis of the two populations indicate that sorting for CD44 was effective (Supplementary Figure 2B), and subsequent analysis for miR-10b shows that cells with the more stem cell-like CD44^+^/CD24^–^ surface marker phenotype have greater than 2-fold miR-10b expression compared to CD44^–^/CD24^-^ (Figure 4B; *p* < 0.027, *n* = 4 independent sorting events). Notably, of other assorted miRNAs that were tested, none showed significant differences. We then used RT-qPCR to measure relative mRNA expression levels of two targets of miR-10b, HOXD10 [8] and PTEN [24], and observed decreased expression of both genes in the stem cell-like population compared to the non-stem-like population (Figure 4C; *p* < 0.010 and < 0.004, respectively), as would be expected with increased miR-10b expression.

Together, these data support recent claims that miR-10b is associated with cancer cell stemness, importantly demonstrating this relationship in the MDA-MB-231 cell line used in previous studies with the MN-anti-miR10b nanodrug.

### MN-anti-miR10b decreases breast cancer cell stemness

Having identified a correlation between miR-10b expression and a stem-associated surface marker phenotype in both MCF-7 and MDA-MB-231 cells, we next sought to test whether inhibition of miR-10b using MN-anti-miR10b can inhibit properties associated with stem-like cancer cells. *In vitro* methods for studying these properties were reviewed in 2018 by Samanta and Semenza [25].

The Aldefluor assay is commonly used to identify cancer cells with increased stemness [26]. It reports on the activity of aldehyde dehydrogenase (ALDH), an enzyme known to be overexpressed by stem-like cancer cells and one whose expression selects for subpopulations with increased self-renewal, differentiation, and tumor initiation [27, 28]. The Aldefluor assay of the cells treated with MN-anti-miR10b or MN (vehicle control) for 48 hours revealed that both MDA-MB-231 (Figure 5A) and MCF-7 (Figure 5B) cells treated with MN-anti-miR10b have decreased ALDH activity compared to cells treated with MN (*p* < 0.0001 in both cell lines), suggesting that inhibition of miR-10b reduced stemness. Notably, stemness associated with ALDH activity is reported to be distinct from stemness associated with the CD44^+^/CD24^–^ surface marker phenotype, demonstrating generalizability of the link between miR-10b and different markers of stemness [22].

**Figure 5:**
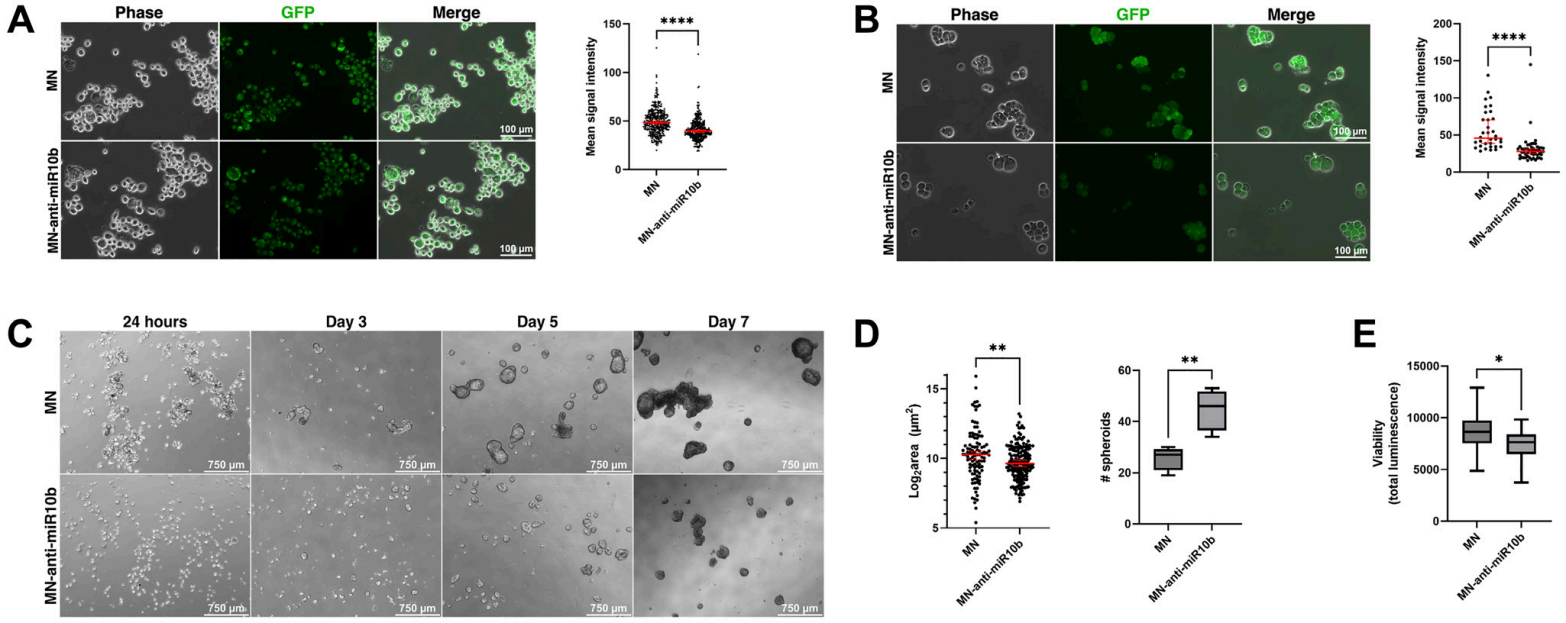
miR-10b inhibition by MN-anti-miR10b decreases Aldefluor accumulation and impairs spheroid formation. (**A**) Fluorescence microscopy of representative MDA-MB-231 cells after incubation with Aldefluor reagent. (**B**) Fluorescence microscopy of representative MCF-7 cells after incubation with Aldefluor reagent. A and B: Mean signal intensity = mean gray value in ImageJ. (**C**) Mammosphere formation over time of MCF-7 cells treated with MN-anti-miR10b or MN 48 hours prior to (adherent conditions) and during culture in mammosphere medium. (**D**) Spheroid size (left) and quantity in a field of view (right) of MCF-7 spheroids at Day 7 in treated medium. Plots represent mean ± SEM (left) and mean ± max/min (right). (**E**) Viability assay of MCF-7 spheroids at Day 7 in treated medium. Plot represents mean ± max/min. A-E: ^*^ *p* < 0.05, ^**^ *p* < 0.01. ^****^ *p* < 0.0001.

We further tested our hypothesis by assessing spheroid formation of MCF-7 cells in tumorsphere medium. Tumorsphere formation is indicative of self-renewal capability [29, 30], a characteristic of stem-like cancer cells, and decreased or impaired spheroid formation would support the previous conclusion that inhibition of miR-10b reduces cancer cell stemness. Cells were treated with MN-anti-miR10b or MN for 48 hours under standard, adherent cell culture conditions before being transferred as a single-cell suspension into treated tumorsphere medium in 6-well and 96-well formats for microscopy and a viability assay, respectively. This pre-treatment was done to ensure nanodrug distribution to all cells prior to spheroid formation, as the three-dimensional spheroid structure is known to create a nutrient, oxygen, and drug penetrance gradient [31]. Once transferred to tumorsphere medium, cells were monitored for spheroid formation daily for 7 days. By Day 7, cells treated with MN formed large, clustering spheroids as untreated MCF-7 cells are known to do [30, 32, 33] (Figure 5C). In contrast, cells treated with MN-anti-miR10b form significantly smaller spheroids (less than 38% average surface area as MN, *p* < 0.007), albeit at greater numbers (*p* < 0.007) (Figure 5D). A viability assay performed on Day 7 found that cells treated with MN-anti-miR10b have decreased viability (Figure 5E; less than 14% decrease, *p* < 0.034) relative to cells treated with MN. Notably, staining for dead cells using propidium iodide found no dead cells among cells treated with MN-anti-miR10b (Supplementary Figure 3A), suggesting that the decrease in viability in cells treated with MN-anti-miR10b may be due to reduced proliferation or self-renewal rather than induced apoptotic processes. These experiments were also performed with MDA-MB-231 cells; however, these cells are known to form spheroids poorly [30], aggregating into a loosely-packed structure [34]. As with MCF-7 cells, treatment with MN produced the typical structure of MDA-MB-231 spheroids and treatment with MN-anti-miR10b disrupted this organization (Supplementary Figure 3B), though with no significant effect on cell viability (Supplementary Figure 3C). Thus, these findings were consistent across two cell lines and two characterization methods and indicate that MN-anti-miR10b reduces breast cancer cell stemness.

## DISCUSSION

Inhibition of miR-10b has been shown to be a viable strategy for treatment of metastatic breast cancer [7, 9, 10]. Previously, we have shown that MN-anti-miR10b affects cell migration, invasion, proliferation, and viability with 80–90% downregulation [7, 9]. To understand the effects of the nanodrug and its therapeutic effects over the course of therapy, we first assessed the efficacy with which MN-anti-miR10b downregulates miR-10b *in vivo* and found that the nanodrug decreases expression by 99% after two rounds of weekly treatment, demonstrating comparable if not superior inhibition of miR-10b *in vivo* as is seen *in vitro*. Importantly, we confirmed that this effect was similar in regional (lymph node) and distant (lung) metastases. To investigate secondary effects of miR-10b inhibition by MN-anti-miR10b and to understand the affected pathways, we used RNA sequencing to identify differentially expressed genes and observed an overrepresentation of upregulated genes associated with developmental processes, suggesting an effect on the stem cell-like properties of cancer cells. We then confirmed that miR-10b is associated with cancer cell stemness and that phenotypes associated with stemness could be mitigated by MN-anti-miR10b. Together, these data indicate that MN-anti-miR10b has a differentiation effect on cancer cells and implicate dedifferentiated, stem cell-like cancer cells as most vulnerable to its action. This could also explain why in our earlier studies treatment of the primary MDA-MB-231 tumors with the nanodrug completely abrogated metastasis formation [7], as these metastasis-forming stem cell-like cancer cells lost their ability to invade and migrate and most likely died within the primary tumor.

The upregulation of genes associated with developmental processes by MN-anti-miR10b is not unexpected. While details of the role of miR-10b beyond cancer are sparse, miRNAs are collectively associated with regulation of growth and development [35]. Furthermore, the effects of miRNAs are influenced in part by their location in the genome and miR-10b is coded among the HOXD cluster of genes [36]. Indeed, HOXD10 was one of the first genes found to be regulated by miR-10b [8] and is a computationally predicted target [11]. The finding is notable, though, as it suggests that the cancer cells overexpressing miR-10b are in a less-developed, more stem cell-like state. This is supported by previous findings that more mesenchymal cancer cell lines have higher susceptibility to MN-anti-miR10b than more epithelial cell lines [9], as mesenchymal cancer cells share many of the same properties as stem-like cancer cells and the epithelial-mesenchymal spectrum is commonly associated with the spectrum of stemness [37, 38]. Additionally, higher susceptibility to MN-anti-miR10b has been seen in cancer cell lines with increased expression of genes associated with the proto-oncogene transcription factor c-Jun [12]. As c-Jun has been implicated in conferring stemness in cancer cells [39, 40], this further supports the notion that cancer cells with increased stemness are most sensitive to the nanodrug. Indeed, there are no indications of toxicity from MN-anti-miR10b in developed tissues [7, 9].

Evidence for stem-like states in cancer cells date back to 1994, when a subpopulation of acute myeloid leukemia (AML) cells was found capable of inducing AML in mice when other subpopulations could not [41]. A stem cell-like state in cancer cells is thought to be achieved through either transformation of an adult stem cell or through dedifferentiation of a malignant cell [42]. In this state, the cancer cells have numerous properties that allow them to evade complete eradication. For example, their capacity to self-renew allows for increased tumor initiation capability, whether in the form of primary tumors or metastases, and their ability to differentiate confers tumor heterogeneity [43]. Furthermore, the cells reside in a metabolically quiescent state [14], allowing them to resist therapeutics aimed at rapidly dividing cells. Differentiation therapy to decrease these properties is a focus of many modern research efforts, buoyed by the successful use of all-trans retinoic acid in treating acute promyelocytic leukemia [44]. In solid tumors, differentiation therapy has also resulted in increased cure rates in neuroblastoma patients [45]. While similar successes have not yet been seen in breast cancer, research is ongoing. Several studies have produced promising results in preclinical experiments [46] (including miRNA-based approaches [47]) and early-stage clinical trials [48], and recent efforts aimed at computationally modeling stemness in breast cancer may uncover novel insights into how to best implement differentiation therapy [49].

Surface markers have been used to identify cells with increased stemness since the aforementioned AML study, in which AML-inducing cells were identified by their CD34^+^/CD38^−^ phenotype [41]. While markers vary across cell lines [50, 51], they are generally validated by testing for similar phenotypic properties, such as increased tumor initiation capacity [50]. The CD44^+^/CD24^-^ phenotype was reported to be a marker of increased stemness in breast cancer in 2003 by Al-Hajj et al. [20]. Many groups have since validated this finding in their research and it continues to be commonly used for the isolation of breast cancer cells with increased stemness [21, 22] and studies into prognostic indicators (reviewed in [52]). In this study, we showed that in two breast cancer cell lines – MDA-MB-231 and MCF-7 – subpopulations with the CD44^+^/CD24^-^ surface marker phenotype have increased miR-10b expression relative to their parental cell line or other subpopulations. The stem-like properties of the CD44^+^/CD24^-^ in these cell lines have been described previously [17, 21, 22, 53]. These findings support previous studies that report that miR-10b drives a stem cell-like phenotype in both cancer cells [17, 18, 54] and progenitor cells [55].

The two most common methods for characterizing stemness in cancer cells *in vitro* are the Aldefluor assay and mammosphere formation [25]. The Aldefluor assay has been used to identify cells with increased stemness in both healthy and cancerous contexts, hematopoietic and solid, and increased ALDH activity in cancer cells is associated with properties such as drug resistance, tumorigenicity, and invasiveness [27, 28]. We observed decreased ALDH activity in the cells after treatment with MN-anti-miR10b for 48 hours. Notably, our RNA sequencing studies did not show any significant changes in the gene expression of any ALDH family genes; however, ALDH family member L2 (ALDH1L2) was significantly downregulated in the U87 dataset (probe 231202_at; *p*adj < 0.029). Though these results are incongruent, the sequencing results are only indicative of transcript expression and are not necessarily indicative of the activity of ALDH protein. Indeed, ALDH enzymes are reported to have low turnover rates [56], and thus, changes in transcript expression should not be expected in a 48-hour treatment period. In contrast to the Aldefluor assay, mammosphere assays characterize stemness using the ability of cells to self-renew and form three-dimensional spheroids in anchorage-independent conditions [29]. Cells grown in these conditions display increased drug resistance, proliferation, and migration properties [30]. Notably, patient-derived metastatic cells are more effective at forming mammospheres than cells isolated from primary tumors [57]. In our mammosphere assays, we found that treatment with MN-anti-miR10b prevented MCF-7 cells from forming large spheroids, supporting similar studies that inhibited miR-10b by other means [17, 18]. Of note, the reverse relationship wherein miR-10b increases spheroid size has also been observed [17]. Phenotypic effects were also seen in MDA-MB-231 cells, though their analysis is limited by their poor mammosphere formation. This is believed to be only structural and not functional, as MDA-MB-231 cells grown in mammosphere medium display the same enhanced stem cell-like properties as other cancer cell lines when grown in mammosphere medium [30]. Collectively, our results demonstrate that inhibition of miR-10b using MN-anti-miR10b decreases the stemness of breast cancer cells, supporting dedifferentiation as a mechanism through which the nanodrug may function as a therapy. In addition, these findings may be significant for synergizing anti-miR10b nanodrug with a standard of care in first-in-human clinical trials where testing it as a monotherapy is not likely. Finally, given the proven role played by miRNA-10b in other cancers beyond breast cancer, including lung, colorectal, gastric, bladder, pancreatic, ovarian, hepatocellular and brain cancer [58–60], these findings could have broad implications for the treatment of metastatic carcinoma in general.

## MATERIALS AND METHODS

### MN-anti-miR10b (nanodrug) synthesis and characterization

The MN-anti-miR-10b was prepared following previously established protocol [9]. Briefly, first the magnetic nanoparticle (MN) core was prepared by co-precipitation method and then it was aminated. The aminated MN have hydrodynamic diameter of 24.3 nm with 90 amines per MN particle. The aminated MN was then labeled with Cy5.5 nearinfrared optical dye by reacting with Cy5.5-NHS ester (Lumiprobe). For conjugation of MN-Cy5.5 with anti-miR-10b locked nucleic acid (LNA, Integrated DNA Technologies), MN-Cy5.5 was activated with heterobifunctional linker N-succinimidyl 3-[2-pyridyldithio]-propionate (SPDP; Thermo Fisher Scientific) and 5′-ThioMC6 end of the LNA was activated by treating with 3% TCEP. Finally, SPDP conjugated MN-Cy5.5 was incubated with activated LNA to yield the MN-anti-miR-10b. The conjugation resulted in ~9 LNA oligo per MN particle.

### Cell culture

MDA-MB-231 cells expressing luciferase (MDA-MB-231-luc-D3H2LN; Perkin Elmer) and MCF-7 cells (ATCC) were grown in DMEM supplemented with 10% FBS and antibiotics (100 units/mL penicillin, 100 mg/mL streptomycin). 4T1 cells expressing luciferase (4T1 Red F-luc; Perkin Elmer) were grown in DMEM supplemented with 5% FBS and antibiotics.

### Animal model, treatment, and *in vivo* and *ex vivo* imaging

All procedures involving animal subjects have been approved by the Michigan State University Institutional Animal Care and Use Committee (IACUC) and conformed to all regulatory standards. Eight-week-old female nude mice (nu/nu; Jackson Laboratory, *n* = 24) were orthotopically implanted with 2 × 10^6^ MDA-MB-231 human triple-negative breast cancer cells (50% PBS, 50% Matrigel) under the third mammary fat pad and monitored for metastasis formation using bioluminescence imaging (BLI), as described previously [9]. With a focus on metastatic disease, primary tumors were resected when they began to compromise mouse mobility or became at risk of infection due to severe ulceration, as advised by veterinary staff.

Treatment with MN-anti-miR10b (10 mg Fe/kg bodyweight) via tail vein injection was initiated when metastasis signal reached 1 × 10^5^ radiance (2 cm × 2 cm ROI). Mice were treated a single time with collection after 72 hours, or once per week for up to three weeks and collection one week after each last treatment (i.e., collected one week after one treatment, one week after two treatments and one week after three treatments). Metastatic tissue collection was guided by BLI and nanodrug delivery to the tissue was confirmed using fluorescence imaging in Cy5.5 channel. Tissues were then cryopreserved in OCT for processing.

### Fluorescence microscopy of metastatic tissue sections

Tissues were cryosectioned at 10 μm, fixed in 4% paraformaldehyde for 15 minutes, and mounted using DAPI Fluoromount-G (SouthernBiotech). Slides were imaged using channels for DAPI and Cy5.5 using a Nikon Eclipse 50i fluorescence microscope charge coupled device camera with near-IR sensitivity (SPOT 7.4 Slider RTKE), and SPOT 4.0 Advance version software (Diagnostic Instruments).

### RNA extraction and RT-qPCR

RNA of tissues was extracted from ten 10 μm sections by phenol-chloroform extraction (Qiagen) and further purified using the Zymo Quick-RNA 96 Kit. For *in vitro* samples, RNA was extracted and purified using only the Zymo Quick-RNA 96 kit. Reverse transcription and qPCR were performed using the mir-X miRNA First Strand Synthesis and RT-qPCR TB Green Kits (Takara Bio) for the analysis of miR-10b (TAC CCT GTA GAA CCG AAT TTG TG), U6 (reference gene for miRNAs, included in kit), PTEN (forward TCCTGGATGACCTTTGACATAC, reverse CCAACTTTGGTTTAATGCACAAC), HOXD10 (forward CGATTTATGCCTTGTAGCCTTTC, reverse GCATTATACATGCGACCAGAAC), and 18S (reference gene for mRNAs; forward CCAGTAAGTGCGGGTCATAAG, reverse GGCCTCACTAAACCATCCAA).

### Cell treatment

Human triple-negative breast cancer cells MDA-MB-231, murine triple-negative breast cancer cells 4T1, and ER and PR-positive human breast cancer cells MCF-7 cells were plated in 6-well plates at an initial plating density of 1 × 10^5^ cells/well and treated 24 hours later using MN-anti-miR10b or MN at 50 μg Fe/mL (approximately 2.4nmol total oligomer), as used in previous *in vitro* studies [7]. Cells were analyzed after 48 hours treatment.

### RNA sequencing and raw data processing

RNA sequencing was performed by the Michigan State University Genomics Core. Sequencing libraries were prepared using the Illumina stranded mRNA library prep kit (Illumina) with IDT for Illumina RNA Unique Dual Index adapters following the manufacturer’s recommendations, except that half-volume reactions were performed. Libraries were assessed for quantity and quality using a combination of Qubit dsDNA HS (Thermo Fisher Scientific) and Agilent 4200 TapeStation HS DNA1000 assays (Agilent). Libraries were pooled in equimolar amounts, and the pool was quantified using an Invitrogen Collibri quantification quantitative PCR kit (Invitrogen). The pooled library was loaded onto two lanes of a NovaSeq SP flow cell, and sequencing was performed in a 1 × 100-bp single-read format using a NovaSeq 6,000 v1.5 100-cycle reagent kit (Illumina). Base calling was performed with Illumina real-time analysis (version 3.4.4), and the output of real-time analysis was demultiplexed and converted to the FastQ format with Illumina Bcl2fastq (version 2.20.0).

RNA sequencing data analysis was supported through computational resources provided by the Institute for Cyber-Enabled Research at Michigan State University. FastQC (version 0.11.7) was used for pre-processing read quality assessment. Read mapping was performed against the GRCm39/mm39 mouse reference genome or the GRCh38 human reference genome, as appropriate, using Bowtie2 (version 2.4.1) with default settings. Read counts were quantified using the FeatureCounts function from the Subread package (version 2.0.0).

These data are publicly available in the Gene Expression Omnibus (GEO), Accession: GSE270229.

### Analysis of RNA sequencing counts files and figure generation

Differential gene expression analysis was performed in R using the DESeq2 package (version 1.42.1) [61]. Principal component analysis and visualization were performed in R using the ggplot2 package (version 3.5.1) [62]. Volcano plots of the differentially expressed genes (DEGs) were produced using GraphPad Prism (version 9.5.0). Unsupervised hierarchical clustering was performed in the web-based Morpheus software interface by the Broad Institute (https://software.broadinstitute.org/morpheus/), using one minus Pearson correlation and average linkage. Functional enrichment analysis for overrepresented biological processes was performed using the web-based g:Profiler interface (https://biit.cs.ut.ee/gprofiler/gost) [63]. Dot plots of overrepresented biological processes were produced using ggplot2. Venn diagrams of DEGs and overrepresented biological processes were produced using the VennDiagram package (version 1.7.3) [64].

### Public microarray datasets and analysis

Gene expression profiles of U87 cells transduced with miR-10b binding sites are publicly available in the GEO under the accession number GSE35170 [15], and miRNA profiles of sorted MCF-7 and mammary stem cell populations are publicly available under the accession number GSE68271 [19, 23]. Analysis of the datasets was performed in R using the limma package (version 3.58.1) [65]. For the MCF-7 dataset, units were log2-transformed prior to analysis.

### Surface marker-based live cell sorting

MDA-MB-231 cells were sorted using the MojoSort system, PE anti-human CD44 and APC anti-human CD24 antibodies, and MojoSort Human anti-PE and anti-APC nanobeads (BioLegend). Cells were first sorted for CD24, yielding CD24^+^ and CD24^-^ populations. This yielded relatively low numbers of CD24^+^ cells; thus, they were not further processed or analyzed. The CD24^-^ population was subsequently sorted for CD44, yielding the CD44^+^/CD24^-^ and CD44^-^/CD24^-^ populations used in RT-qPCR analysis.

### Aldefluor assay

Aldefluor assay was performed using the ALDEFLUOR kit (STEMCELL Technologies), with modifications to allow for microscopic analysis, as has been demonstrated previously [66]. Cells were initially prepared according to manufacturer instructions, with cell concentrations of 1.5 × 10^6^ cells/mL for MDA-MB-231 cells and 5 × 10^5^ cells/mL for MCF-7 cells, using activated reagent at a concentration of 5 μL reagent/1 mL cells, and incubating for 30 minutes. Cells were then pelleted at 300 × G for 5 minutes. The supernatant was aspirated, and the pellet was resuspended in 50 μL of Aldefluor buffer. Ten microliters of cell suspension was transferred onto a microscope slide, coverslipped, and imaged using Phase contrast and the GFP light cube on the EVOS M5000 microscope. Fluorescence intensity of cells was analyzed using Fiji/ImageJ. Briefly, the Phase image was converted into regions of interest (ROI) approximating individual cells using the Hough Circle Transform plugin (UCB Vision Sciences). These ROIs were then applied to the corresponding GFP images and measured for mean gray value.

### Spheroid formation, viability, and propidium iodide staining

MDA-MB-231 and MCF-7 cells were treated with MN-anti-miR10b or MN for 48 hours under standard, adherent conditions before being transferred to treated 3D Tumorsphere Medium XF (PromoCell) and ultra-low attachment plates (Corning). Spheroid growth over time was imaged using the EVOS M5000 microscope. Spheroid surface areas and number of spheroids were measured using ImageJ. Viability assays were performed using CellTiter-Glo (Promega), as it is lytic and best suited for analysis of spheroids [67], measuring total luminescence. Propidium iodide (PI; Thermo Fisher Scientific) staining was performed by adding PI at a final concentration of 5 ng/mL directly to the spheroids in tumorsphere medium 24 hours prior to imaging. Images were taken using the Leica Thunder Imager.

### Statistical analysis

RNA sequencing and microarray data differential gene expression analyses were performed using DESeq2 and limma, as described in the corresponding sections. A simple linear regression was used to analyze time-course data. For all other applications, analysis between experimental and control groups were analyzed using a two-tailed *t*-test. *p* < 0.05 was interpreted as statistically significant.

## SUPPLEMENTARY MATERIALS

## Abbreviations

miR-10b: microRNA-10b
ASOs: antisense oligomers
MN: magnetic nanoparticles
MRI: magnetic resonance imaging
FLI: fluorescence imaging
BLI: bioluminesce imaging
LN: lymph node
NTC: non-treated control
DEGs: differentially expressed genes
GBM: glioblastoma multiforme
sMCF-7: sorted CD44^+^/CD24^–/low^/ESA^+^ cells
pMCF-7: parental MCF-7 cells
MaSC: mammary stem cells
ALDH: aldehyde dehydrogenase
AML: acute myeloid leukemia

# Supplementary material for: Inhibition of miR-10b treats metastatic breast cancer by targeting stem cell-like properties
**Source:** Oncotarget. 2024 Aug 26;15:591–606. doi: 10.18632/oncotarget.28641
**Supplement:** Supplementary file 1

# Inhibition of miR-10b treats metastatic breast cancer by targeting stem cell-like properties

## SUPPLEMENTARY MATERIALS

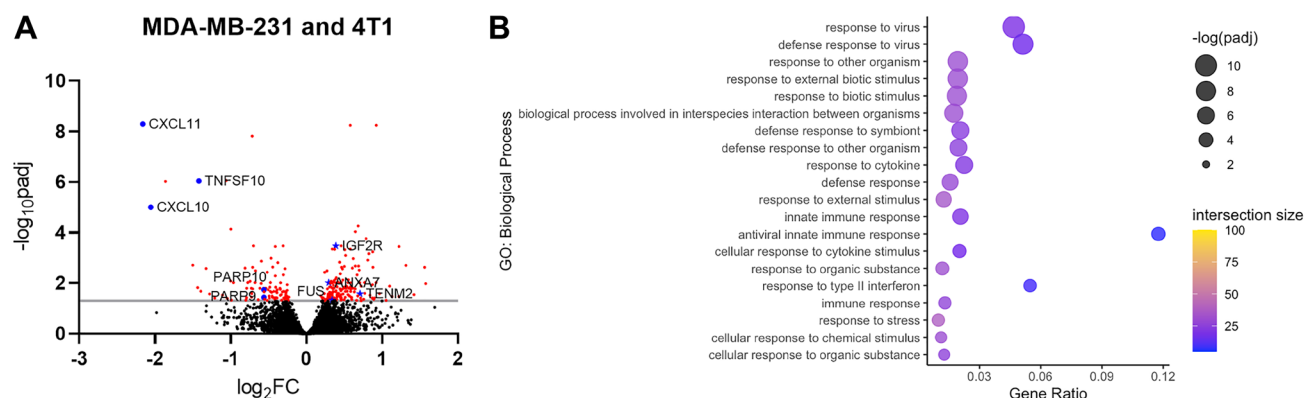

**Supplementary Figure 1:** (A) Volcano plot representing differential gene expression between MN-anti-miR10b and MN treatment for 48 hours, combined MDA-MB-231 and 4T1 datasets. Line indicates  $p_{adj} = 0.05$ . Red points indicate  $p_{adj} < 0.05$ . Blue points are notable genes, with titles. Blue stars are predicted targets of miR-10b, with titles. (B) Top 20 most significant biological processes overrepresented by genes downregulated in MN-anti-miR10b-treated samples vs. MN-treated.

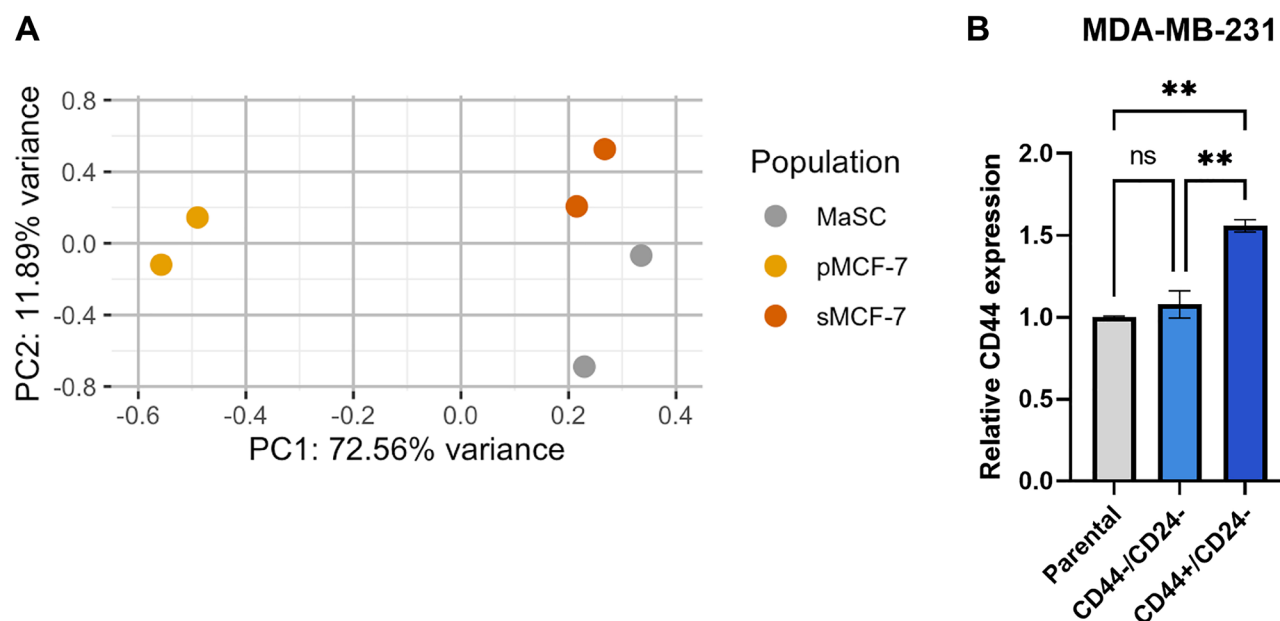

**Supplementary Figure 2:** (A) Principal component analysis of miRnomes of parental (p) and sorted (s) MCF-7 cells and mammary stem cells (MaSC). (B) qPCR of CD44 for CD44<sup>+</sup>/CD24<sup>-</sup>, CD44<sup>-</sup>/CD24<sup>-</sup>, and parental MDA-MB-231 cells. Plot represents mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ .

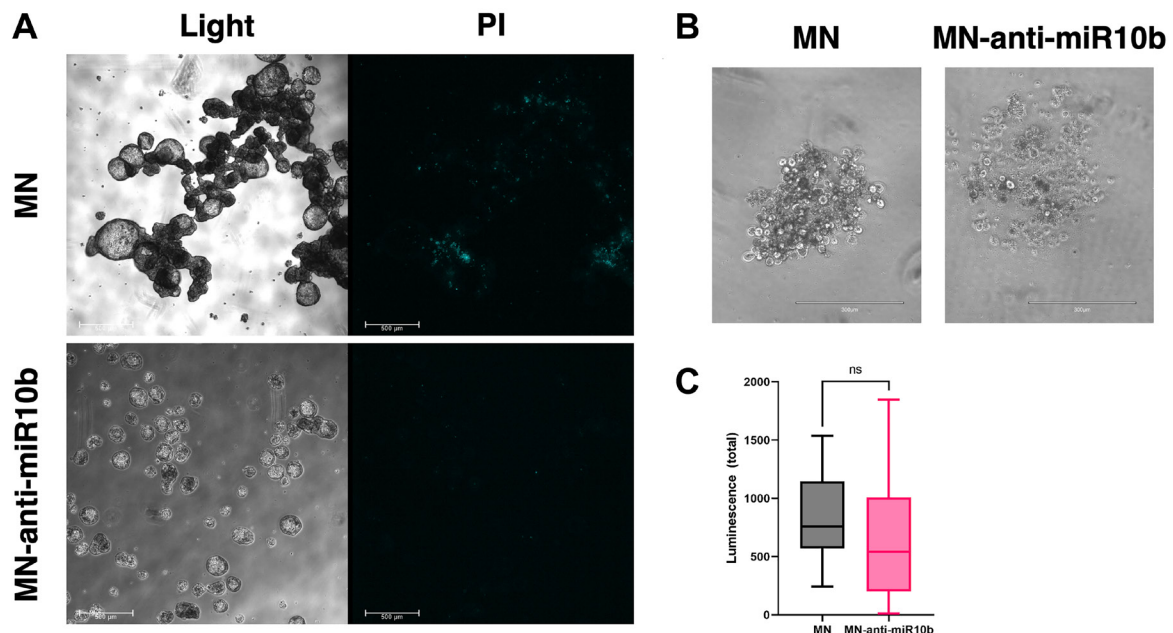

**Supplementary Figure 3:** (A) Light and fluorescence microscopy for PI (cyan) of MCF-7 cells treated with MN-anti-miR10b or MN 48 hours prior to (adherent conditions) and during culture in mammosphere medium. (B) Mammosphere formation at Day 11 of MDA-MB-231 cells treated with MN-anti-miR10b or MN 48 hours prior to (adherent conditions) and during culture in mammosphere medium. (C) Viability assay of MDA-MB-231 spheroids at Day 11 in treated medium. Plot represents mean  $\pm$  max/min. Abbreviation: ns: not significant.

**Supplementary Table 1: Biological processes overrepresented by genes downregulated or upregulated by miR-10b inhibition.** See Supplementary Table 1.

How the deposited data were processed for this re-analysis (not part of the article)

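RNA sequencing counts of 18 libraries were used: 3 libraries for each of NTC, MN and MN-anti-miR10b in MDA-MB-231 and in 4T1, after 48 h with 50 µg Fe/mL or no treatment. The authors made stranded mRNA libraries, aligned single reads with Bowtie2 to GRCh38 or GRCm39 and counted reads per gene with featureCounts. The annotation, the strand setting and the handling of reads that fit several places are not named in the paper's text. The deposited tables hold whole-number counts per gene, and 6 mouse genes with blank counts (0.0147% of the table) were left out. Depth per library was between 22193488 and 48291455 counts. The authors also deposited a normalized table on a log2 scale, which was used as an alternative for the combined comparison and the tree. For each gene in it, the means by cell line and replicate number differed by at most 6.7e-09. Differences between the cell lines and between the numbers had thus been removed from that table before it was deposited. The Gene Ontology enrichment, the qPCR and the other cell lines were not analysed here.

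Counts were analysed in R 4.3.3 with edgeR 4.0.16, and alternatives used DESeq2 1.42.0, limma 3.58.1 and ComBat-seq in sva 3.50.0. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and MN-anti-miR10b against MN, MN against NTC and MN-anti-miR10b against NTC were tested by the quasi-likelihood test in 1 model per cell line. For both lines together, symbols in capitals that occur once in each table were joined and the cell line was added as a covariate. Differences between the lines were tested as an interaction in a model of 6 groups. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. These models, the gene lists and most alternatives were set before the data were examined. Others were chosen after seeing the data.

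The paper names DESeq2 and gives no design formula in its text. Its legend for Fig. 2A speaks of matched replicates and that for Fig. 2D of batch-corrected values, so it was checked whether the numbers pair the libraries. After the group means were removed, the correlation across genes between libraries of the same number was between 0.123 and 0.648 in MDA-MB-231 (median 0.452 over 9 pairs) and between 0.359 and 0.553 in 4T1 (median 0.472). Between libraries of different numbers, it was between -0.580 and 0.429 in MDA-MB-231 (median -0.192 over 18 pairs). In 4T1 it was between -0.374 and -0.0143 (median -0.256 over 18 pairs). Number 2 held together weakly in MDA-MB-231. There, MN library 2 had correlations of 0.127 with NTC library 2 and 0.123 with MN-anti-miR10b library 2. Those with NTC library 3 and MN-anti-miR10b library 3 were higher, 0.420 and 0.429. Genes are not independent replicates, so no p is given. The number as a replicate block had been set as an alternative together with the main model, and because of these correlations its values are given beside the main ones. The block in 4T1 moved the genes lower with MN-anti-miR10b than MN from 91 to 1799, and the model without the block was kept as the main one because it had been set as such.

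On simulated data in which 200 genes changed by a fold of 2 and the numbers had the difference seen in these libraries, the edgeR test without a block recovered 49.5% of the changed genes in MDA-MB-231 and 37% in 4T1. With the block it recovered 94.5% and 96%, and 11.3% and 6.80% of its calls were false. In a simulation where genes varied independently and the numbers did not differ, camera found a shifted list and called 0 of 6 other lists. That simulation cannot show whether the preset correlation holds for lists whose genes vary together. With independent noise in place of the real fold changes, a rise of 0.1 in genes with the seed site gave it rank 1 of 420 in both lines. With the real fold changes, other sequences reached differences of 0.072 in MDA-MB-231 and 0.073 in 4T1, so a smaller rise might not rank first.

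Principal components used the 500 most variable genes, and exact permutation tests compared the scores. The tree used average linkage. For the seed, each of 420 sequences of 7 bases with the composition of ACAGGGT was ranked by the difference in mean log2 fold change between genes with and without it in the longest 3′ UTR, adjusted for log UTR length. The 7 gene lists were interferon response, NF-kB chemokines and targets, YAP targets, NRF2 targets, cholesterol synthesis, stemness and proliferation. They were tested by camera with a preset correlation of 0.01, adjusted over 42 tests, with fry and an estimated correlation as checks. Of the 42 tests, 15 passed with camera, 7 with fry and 0 with an estimated correlation.

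The genes named were chosen by a rule: every gene the study names for these data in its text or labels in Fig. 2C or Supplementary Figure 1A, HOXD10, the miR-10b host gene, and in each model the 3 genes with the largest and the 3 with the smallest log2 fold change among those called with a mean of at least 1 CPM and every MN-anti-miR10b library on the same side of every MN library. HOXD10 had between 0 and 8 counts per library in MDA-MB-231 and 0 in 4T1, too few to compare. The tables list no gene under the host gene's symbol MIR10BHG, so the miR-10b gene itself was used. Some genes that the rule covers are not reported here. Alternatives changed the scaling, the filter on low counts, the test, the treatments in the model, the replicate block and single libraries.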

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

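The tests of library size, of GC content and transcript length, of iron and of other splits of the libraries were written before their results were seen, and those of the interferon list after.

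The effect of MN-anti-miR10b against MN differed between the cell lines for 19 genes without the replicate block, 12 more positive in MDA-MB-231 and 7 less, and for 1826 genes with it. Leaving out 1 library at a time gave between 6 genes (without 4T1 MN library 1) and 36 (without 4T1 MN-anti-miR10b library 2). Of 100 splits of the libraries within the lines, 6 gave as many genes as the real one without the block, with a median of 0 among the others, a share that is not under 0.05. These splits need not part the pairs of libraries with the same number. With the block, 1 of the 16 splits that part every pair, the real one, gave as many, and so few splits cannot give a share under 0.05. Cell line, species, genome and annotation change together here, and a biological difference between the lines stays open and untested.

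Among single genes, CCN2 differed between the lines by a log2 fold change of 2.54 with the block (standard error 0.158, adjusted p = 5.53e-10) and 2.59 without it (adjusted p = 0.0689). It fell in all 3 pairs of 4T1 libraries and rose in all 3 pairs of MDA-MB-231 libraries. The log2 fold change in MDA-MB-231 was 0.56 with the block (adjusted p = 8.88e-04) and 0.64 without it (adjusted p = 0.822). The YAP targets list, which holds CCN2, differed by a median of 0.54, with 18 of 22 genes more positive in MDA-MB-231 (fry, adjusted p = 0.0437). The interferon response list differed by a median of 1.72, with 27 of 27 genes more positive in MDA-MB-231 (fry, adjusted p = 0.00271). With the replicate block, fry gave 6.17e-06 and 2.21e-04 for these lists. The cholesterol synthesis list differed by a median of -0.50, with 0 of 19 genes more positive in MDA-MB-231 (fry, adjusted p = 0.0502, and 0.0165 with the block). One candidate explanation of the fall in 4T1 is that MN raised interferon genes and MN-anti-miR10b did not. Against NTC, the median of the list with MN-anti-miR10b was -1.09 in 4T1 with the block, below untreated cells, which argues against that explanation as the whole cause. In MDA-MB-231 it was 0.082, and against MN the median was 0.0051 (camera, adjusted p = 0.241) and -0.16 without MN-anti-miR10b library 1 (camera, adjusted p = 0.00718), so with all libraries there was no fall of the list to explain and the test decides nothing there.

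Between MN and NTC, a comparison for which the paper reports no genes, 5 genes differed in MDA-MB-231 and 256 in 4T1 with the replicate block, against 0 in each without it, and DESeq2 with the block gave 109 and 558. The real split was 1 of 4 that part every pair, and no other gave as many genes in either line, but 4 splits cannot give a share under 0.05. Without the block, 10 of 10 splits gave at least the real count of 0 in each line, which any split reaches, so that comparison tests nothing. Of the 5 genes, 4 are copies of the ribosomal RNA gene whose reads the counting could have shared, and 0 genes were called without the libraries numbered 1. In 4T1, the count without those libraries was 1, without number 2 it was 374 and without number 3 it was 108. Iron released from the nanoparticle is a candidate explanation for part of it. TFRC, which falls when cells hold more iron, had a log2 fold change of -1.36 in 4T1 with the block (adjusted p = 6.81e-09, against 0.948 without the block and 0.0126 with DESeq2) and lay between -1.33 and -1.39 with 1 number left out. In MDA-MB-231 it was -0.26 (standard error 0.104, adjusted p over all genes tested = 0.860) and lower in all 3 pairs. It was -0.035 without the libraries numbered 1, and -0.37 and -0.39 without those numbered 2 and 3. The fall in that line rested mostly on the libraries numbered 1, so the test decides nothing there.

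MN-anti-miR10b library 3 of MDA-MB-231 had 48291455 counts, and the next highest of the 9 libraries had 28632697. This was 1 of 6 measures compared among the libraries, and chance gives about 1 in 20. With all libraries thinned to the smallest total, 79.28% of the variance of the most variable genes in MDA-MB-231 lay between replicate numbers, against 79.5% before, which argues against depth as the cause that libraries of the same number lie together. In 4T1 the share was 47.17% after thinning and 47.0% before. Removing each library's trend on GC content and transcript length left 80.11% in MDA-MB-231 and 42.1% in 4T1, which argues against such trends as the whole cause. What the numbers stand for is not named in the labels, and no biological explanation was tested.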

How the results depend on the processing

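Counts are of genes with an adjusted p below 0.05, given for MN-anti-miR10b against MN unless another comparison is named, and values for MN or MN-anti-miR10b against NTC are given for MDA-MB-231 and then for 4T1. The main model called 0 genes higher and 0 lower in MDA-MB-231, 46 and 91 in 4T1 and 24 and 15 in both together. Of the calls, 0 genes were shared higher and 0 shared lower, 0 and 0 differed between MN and NTC, 1 and 22 between MN-anti-miR10b and NTC and 19 had an effect that differed between the lines. DESeq2 called 25 genes higher and 17 lower in MDA-MB-231, 198 and 222 in 4T1 and 59 and 35 in both together. By the same setting, 0 genes were shared higher and 1 shared lower, 0 and 15 differed between MN and NTC, 46 and 268 between MN-anti-miR10b and NTC and 149 had an effect that differed between the lines. DESeq2's size factors in edgeR's test left each of these counts within 1.5 times the main one and all 63 named gene comparisons on their side of the threshold. Without a filter on low counts, the test called 0 genes higher and 0 lower in MDA-MB-231, 149 and 181 in 4T1 and 24 and 12 in both together. Across comparisons, 0 genes were shared higher and 0 shared lower, 0 and 3 differed between MN and NTC, 7 and 182 between MN-anti-miR10b and NTC and 17 had an effect that differed between the lines. A minimum of 10 counts in every library gave 0 genes higher and 0 lower in MDA-MB-231, 49 and 92 in 4T1 and 2 and 3 in both together. In this case, 0 genes were shared higher and 0 shared lower, 0 and 0 differed between MN and NTC, 0 and 23 between MN-anti-miR10b and NTC and 20 had an effect that differed between the lines. The earlier quasi-likelihood method of edgeR called 0 genes higher and 0 lower in MDA-MB-231, 39 and 82 in 4T1 and 4 and 6 in both together. Under this setting, 0 genes were shared higher and 0 shared lower, 0 and 0 differed between MN and NTC, 0 and 11 between MN-anti-miR10b and NTC and 17 had an effect that differed between the lines. A model of only the 2 treatments compared called 0 genes higher and 0 lower in MDA-MB-231, 32 and 64 in 4T1 and 5 and 9 in both together. Of the calls, 0 genes were shared higher and 0 shared lower, 0 and 0 differed between MN and NTC, 0 and 5 between MN-anti-miR10b and NTC and 6 had an effect that differed between the lines. The same restriction in DESeq2 gave 13 genes higher and 12 lower in MDA-MB-231, 152 and 186 in 4T1 and 37 and 22 in both together. By the same setting, 0 genes were shared higher and 1 shared lower, 0 and 9 differed between MN and NTC, 27 and 259 between MN-anti-miR10b and NTC and 115 had an effect that differed between the lines. The cause of these differences was not tested.

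The replicate block gave 670 genes higher and 471 lower in MDA-MB-231, 1645 and 1799 in 4T1 and 744 and 611 in both together. Across comparisons, 120 genes were shared higher and 43 shared lower, 5 and 256 differed between MN and NTC, 667 and 3040 between MN-anti-miR10b and NTC and 1826 had an effect that differed between the lines. In DESeq2 the block gave 792 genes higher and 506 lower in MDA-MB-231, 1577 and 1759 in 4T1 and 774 and 688 in both together. In this case, 138 genes were shared higher and 51 shared lower, 109 and 558 differed between MN and NTC, 692 and 2931 between MN-anti-miR10b and NTC and 2179 had an effect that differed between the lines. For both lines together, the average of the lines' contrasts in the model of 6 groups gave 16 higher and 14 lower, and limma on the deposited normalized table gave 1258 and 1237. Differences between the numbers had already been removed from that table. The limma model without a block did not allow for that removal, which overstates its counts. In the simulated data the test without a block recovered fewer genes where the numbers differed, so a difference between the numbers lowers the count without a block, and other causes were not tested.

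The following settings were chosen after seeing the data. DESeq2 with its filtering set for 0.05 called 33 genes higher and 16 lower in MDA-MB-231, 198 and 222 in 4T1 and 56 and 34 in both together. Under this setting, 0 genes were shared higher and 1 shared lower, 0 and 16 differed between MN and NTC, 51 and 268 between MN-anti-miR10b and NTC and 149 had an effect that differed between the lines. With the block as well, it called 803 genes higher and 510 lower in MDA-MB-231, 1577 and 1759 in 4T1 and 774 and 688 in both together. Of the calls, 143 genes were shared higher and 52 shared lower, 109 and 556 differed between MN and NTC, 684 and 2931 between MN-anti-miR10b and NTC and 2184 had an effect that differed between the lines. The earlier quasi-likelihood method with the block gave 590 genes higher and 410 lower in MDA-MB-231 and 1577 and 1733 in 4T1. By the same setting, 107 genes were shared higher and 38 shared lower, 5 and 225 differed between MN and NTC and 608 and 2921 between MN-anti-miR10b and NTC. The edgeR block with only the 2 treatments compared gave 196 genes higher and 132 lower in MDA-MB-231, 1195 and 1243 in 4T1 and 193 and 132 in both together. Across comparisons, 29 genes were shared higher and 13 shared lower, 26 and 457 differed between MN and NTC, 1119 and 3553 between MN-anti-miR10b and NTC and 1050 had an effect that differed between the lines. DESeq2 with the block and only the 2 treatments compared called 366 genes higher and 200 lower in MDA-MB-231 and 1041 and 1129 in 4T1. In this case, 49 genes were shared higher and 16 shared lower, 9 and 375 differed between MN and NTC and 653 and 2839 between MN-anti-miR10b and NTC. Filtering set for 0.05 changed this to 360 genes higher and 194 lower in MDA-MB-231 and 1041 and 1114 in 4T1. Under this setting, 47 genes were shared higher and 16 shared lower, 14 and 375 differed between MN and NTC and 677 and 2839 between MN-anti-miR10b and NTC. Without the block, that filtering on the 2 treatments gave 13 genes higher and 12 lower in MDA-MB-231 and 150 and 185 in 4T1. Of the calls, 0 genes were shared higher and 1 shared lower, 0 and 9 differed between MN and NTC and 27 and 264 between MN-anti-miR10b and NTC. Number 1 against the others as a batch in DESeq2 gave 425 genes higher and 241 lower in MDA-MB-231 and 453 and 439 in 4T1. By the same setting, 23 genes were shared higher and 10 shared lower, 8 and 75 differed between MN and NTC and 436 and 640 between MN-anti-miR10b and NTC. Number 3 against the others as a batch gave 70 genes higher and 46 lower in MDA-MB-231 and 611 and 541 in 4T1. Across comparisons, 5 genes were shared higher and 5 shared lower, 11 and 90 differed between MN and NTC and 83 and 968 between MN-anti-miR10b and NTC. After ComBat-seq with the treatments named, DESeq2 called 1568 genes higher and 1157 lower in MDA-MB-231 and 2349 and 2336 in 4T1. In this case, 323 genes were shared higher and 133 shared lower, 37 and 1015 differed between MN and NTC and 1499 and 4445 between MN-anti-miR10b and NTC. On the 2 treatments alone it called 1289 genes higher and 905 lower in MDA-MB-231 and 2020 and 1996 in 4T1. Under this setting, 250 genes were shared higher and 90 shared lower. ComBat-seq without the treatments named led to 1934 genes higher and 1523 lower in MDA-MB-231 and 2559 and 2650 in 4T1. Of the calls, 392 genes were shared higher and 190 shared lower, 337 and 1825 differed between MN and NTC and 2288 and 5190 between MN-anti-miR10b and NTC. On the 2 treatments alone this led to 1865 genes higher and 1383 lower in MDA-MB-231 and 2368 and 2444 in 4T1. By the same setting, 358 genes were shared higher and 166 shared lower. For both lines together, the averaged contrast with the block gave 1056 higher and 896 lower, and limma on the deposited table with the block gave 529 and 455. The cause of these differences was not tested.

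Leaving out 1 library at a time, or all libraries of 1 number under the block, gave ranges. In MDA-MB-231, the genes higher were 0 to 305 and those lower 0 to 270, with 0 to 5 between MN and NTC and 0 to 499 between MN-anti-miR10b and NTC. In 4T1, the genes higher were 9 to 1534 and those lower 39 to 1778, with 0 to 374 between MN and NTC and 1 to 2345 between MN-anti-miR10b and NTC. For both lines together, 5 to 42 were higher and 8 to 35 lower, 0 to 61 were shared higher and 0 to 21 shared lower, and 6 to 36 differed between the lines. The lowest counts in 4T1 without the block were 9 higher, without MN library 1, and 39 lower, without MN-anti-miR10b library 3. The tree placed 14 of 17 libraries by treatment when any MN-anti-miR10b library of 4T1 was left out and 17 of 17 at most.

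The scores of MN-anti-miR10b on PC1 of 4T1 no longer differed from the others with log2 CPM (33.7% of the variance, exact permutation p = 0.357) or with all genes that passed the filter (41.2%, exact p = 0.452). With 1 library left out, the exact p was between 0.0179 and 0.25, above 0.05 except without NTC library 3 and without MN library 3, and the share was between 42.2% and 68.7%, and that of MDA-MB-231 between 74.99% and 84.95%. PC1 of MDA-MB-231 separated MN-anti-miR10b after the replicate means were removed (60.3%), after ComBat-seq with the treatments named (63.8%) and without them (68.2%), all chosen after seeing the data. The tree placed 9 of 18 libraries by treatment with all genes, the lowest that this score can give. The seed site's effect reversed in MDA-MB-231 with the longer site, at rank 382, and in 4T1 with the 3′ UTR of the longest coding sequence, at rank 215. Ranks were between 183 and 262 in MDA-MB-231 and between 271 and 390 in 4T1 with 1 library left out. The cause of these changes was not tested.

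Some gene lists reversed the direction of their median log2 fold change or of their test. With 1 library left out, MN-anti-miR10b against MN gave medians between -0.076 and 0.20 for cholesterol synthesis and between -0.16 and 0.095 for proliferation in MDA-MB-231, and between -0.30 and -0.12 for NF-kB chemokines and targets in 4T1. MN against NTC gave medians between -0.11 and 0.21 for interferon response, between -0.40 and 0.61 for NF-kB chemokines and targets and between -0.13 and -0.0016 for proliferation in MDA-MB-231, and between -0.0099 and 0.16 for YAP targets and between -0.075 and 0.060 for NRF2 targets in 4T1. MN-anti-miR10b against NTC gave medians between -0.17 and 0.15 for interferon response in MDA-MB-231. For NF-kB chemokines and targets with MN against NTC in MDA-MB-231, the median was 8.08e-04 and the camera direction reversed with the replicate block, and for NRF2 targets with MN against NTC in 4T1 the direction reversed with fry at a median of -0.025 and without a filter on low counts at -0.031. TFRC with MN against NTC in MDA-MB-231 had log2 fold changes between -0.36 and 0.043 with 1 library left out. Of the 42 list tests, 15 passed with camera, 18 with camera and the replicate block, 14 without a filter on low counts, 7 with fry, 8 with fry and the replicate block, 0 with an estimated correlation, and 12 (without MN library 3) to 18 (without NTC library 1) with 1 library left out. Among comparisons of named genes, 14 that had not passed the threshold did so with DESeq2 and 42 with the replicate block, and 3 no longer passed with only the 2 treatments compared. The Reactome sets were not run, because the reference used here does not pair mouse symbols with the identifiers of the sets. The depth of the libraries limits CXCL11 and RTP4 in MDA-MB-231, both at 25 counts or fewer per library. The cause of these changes was not tested.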

Differences from the paper's values

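In MDA-MB-231, 0 genes were higher and 0 lower with MN-anti-miR10b than with MN in edgeR without a block, against the paper's 144 and 67 from DESeq2. None of the 15 settings set before the data were examined came within 1.5 times either of the paper's numbers, and 6 of these settings left out 1 library. Among the others, DESeq2 without a block gave 25 and 17, below the paper's numbers, and the replicate block gave 670 and 471, above them. After the values were seen, 16 more settings were tried while looking for settings near the paper's numbers, and none equalled them. Of these 16, chosen after seeing the values, the replicate block with only the 2 treatments compared came within 1.5 times the paper's number of higher genes, at 196, and number 3 against the others as a batch in DESeq2 came within 1.5 times its number of lower genes, at 46.

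In 4T1, 46 genes were higher and 91 lower, against the paper's about 410 higher and about 410 lower in Fig. 3A, read by eye. None of the 15 settings set before the data were examined came within 1.5 times. Among them, DESeq2 without a block gave 198 and 222, and the replicate block gave 1645 and 1799. Of the 16 settings chosen after seeing the values, number 1 against the others as a batch in DESeq2 gave 453 and 439, number 3 against the others as a batch gave 611 and 541, and the replicate block without the libraries numbered 1 gave 480 lower.

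For both cell lines together, 24 genes were higher and 15 lower, against the paper's 162 and 98. None of the 23 settings set before the data were examined came within 1.5 times. Among them, DESeq2 without a block gave 59 and 35, and the replicate block gave 744 and 611. Of 5 settings chosen after seeing the values, the replicate block with only the 2 treatments compared came within 1.5 times, with 193 and 132.

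The number of genes higher in both cell lines was 0, against the paper's 10, and the number lower in both was 0, against about 3 in Fig. 3A, read by eye. None of the settings, whether set before the data were examined or chosen after seeing the values, came within 1.5 times. VDR was shared under the replicate block and under DESeq2 with the replicate block. It was also shared under these settings chosen after seeing the values: DESeq2 with the block and filtering set for 0.05, the earlier quasi-likelihood method with the block, the block with only the 2 treatments compared, number 1 against the others as a batch, and each of the 4 settings with ComBat-seq.

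Of the predicted targets that the paper reports as higher in MDA-MB-231, 0 were called, against the paper's 7. For ATP6V0D2, EPHB2, KLF4, KLF7, TMEM268 and VDR, the settings were compared gene by gene. Of the settings set before the data were examined, the replicate block and DESeq2 with the replicate block called each of these 6, DESeq2 called EPHB2 and TMEM268, and DESeq2 with only the 2 treatments compared called EPHB2. Among settings chosen after seeing the values, DESeq2 with filtering set for 0.05 called EPHB2, TMEM268 and VDR, and with only the 2 treatments compared as well it called EPHB2. Also chosen after seeing the values, DESeq2 with the block and filtering set for 0.05, the earlier quasi-likelihood method with the block, DESeq2 with the block and only the 2 treatments compared with either filtering, number 1 against the others as a batch and the 4 settings with ComBat-seq called each of the 6. Further settings chosen after seeing the values called part of them. The block with only the 2 treatments compared and the block without the libraries numbered 2 called these genes except TMEM268, and number 3 against the others as a batch called them except KLF7. The block without the libraries numbered 1 called them except ATP6V0D2 and TMEM268, and without those numbered 3 except KLF4 and VDR.

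The paper also names 11 predicted targets as higher in 4T1, of which 0 were called. Of the settings set before the data were examined, the replicate block and DESeq2 with the block called all 11, DESeq2, DESeq2 with only the 2 treatments compared and the test without a filter on low counts called Bcl2l11 and Csgalnact1, and a minimum of 10 counts called Csgalnact1. Among settings chosen after seeing the values, DESeq2 with the block and filtering set for 0.05, the earlier quasi-likelihood method with the block, the block with only the 2 treatments compared and the 4 settings with ComBat-seq called all 11. Also chosen after seeing the values, DESeq2 with the block and only the 2 treatments compared called 10 with either filtering, number 3 against the others as a batch called 8, number 1 as a batch called 7, the block without the libraries numbered 1, 2 and 3 called 5, 10 and 10, and DESeq2 without the block with filtering set for 0.05, on all or on the 2 treatments, called 2.

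Of 10 genes that the paper names or labels as lower in MDA-MB-231, 0 were called. Of the settings set before the data were examined, the replicate block and DESeq2 with the block called all 10, and DESeq2 on all or on the 2 treatments called CXCL10, LGR5 and PDE4B. Among settings chosen after seeing the values, the earlier quasi-likelihood method with the block, the block without the libraries numbered 3 and the 4 settings with ComBat-seq called 10, the other settings with the block called 8 or 9, number 1 as a batch called 9, number 3 as a batch called 6, and DESeq2 without the block with filtering set for 0.05 called 3. LRRC8E and WNT5B were called with the replicate block and with DESeq2 and the block, and, among settings chosen after seeing the values, by the others with a block (WNT5B alone by edgeR with only the 2 treatments compared, without the libraries numbered 1 and without those numbered 3), by number 1 as a batch and by ComBat-seq.

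In 4T1, Ccn2, Fez2 and Gadd45b of 7 genes that the paper names or labels as lower were called. DESeq2 on all or on the 2 treatments and the test without a filter on low counts also called Cxcl10, Pdgfb and Pik3cb, and the replicate block in edgeR or DESeq2 called all 7. Among settings chosen after seeing the values, DESeq2 without the block with filtering set for 0.05 called 6 and each of the others called all 7. For both lines together, CXCL10, CXCL11 and TNFSF10 of 5 such genes were called. DESeq2 also called PARP10, and the replicate block in edgeR or DESeq2 and limma on the deposited normalized table called PARP9 and PARP10 as well. The average of the lines' contrasts and a minimum of 10 counts, which removed CXCL11 from the test, called CXCL10 and TNFSF10 alone. Among settings chosen after seeing the values, DESeq2 with filtering set for 0.05 called 4, and this setting with the block, the averaged contrast with the block and limma with the block called all 5, while the block with only the 2 treatments compared called CXCL10, CXCL11 and TNFSF10.

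The paper states that PC1 sets MN-anti-miR10b apart from MN and NTC in both cell lines. In MDA-MB-231, PC1 set the libraries numbered 1 apart, and MN-anti-miR10b was not apart on it (exact permutation p = 0.595). In 4T1, the MN-anti-miR10b scores differed on average (exact permutation p = 0.0357) but overlapped with NTC. Of the settings set before the data were examined, leaving out NTC library 3 set MN-anti-miR10b apart on PC1 of 4T1 (exact permutation p = 0.0179), with 61.4% of the variance. After the replicate means were removed, a setting chosen after seeing the values, PC1 set MN-anti-miR10b apart in both lines, with 60.3% and 80.1% of the variance. The same held after ComBat-seq with the treatments named, also chosen after seeing the values, with 63.8% and 83.4%, and without them named, with 68.2% and 86.2%.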

Other observations

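The tests in this part were written before their results were seen.

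Other splits of the libraries were tested as well. In MDA-MB-231, 10 of 10 splits of the 6 libraries gave at least as many genes as MN-anti-miR10b against MN without the block, where the real count was 0, which any split reaches, so that comparison tests nothing, and the highest other was 1469, for MN-anti-miR10b libraries 1 and 2 and MN library 1 against the rest. With the block, the real split was the highest of the 4 that part every pair. In 4T1, 1 of 10 splits, the real one, gave as many genes without the block and 1 of 4 with it. For MN-anti-miR10b against NTC, 1 of 10 splits gave as many genes in each line without the block, and 1 of 4 with it. Neither 10 nor 4 splits can give a share under 0.05. For both lines together, 8 of 100 splits drawn within the lines gave as many genes without the block, the highest of them 1233. With the block, 1 of 32 splits, the real one, gave as many, and the next gave 1097, with the treatments of 4T1 exchanged.

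MN-anti-miR10b is compared with MN and with NTC against the same libraries, so the comparisons share them. With the block, 484 genes in MDA-MB-231 and 2169 in 4T1 were called in the same direction against MN and against NTC. Of the genes called against MN, 98.9% and 98.0% had the same sign against NTC. In 20 simulations without any treatment effect, the mean for as many genes with the smallest p-values was 89.2% and 82.4%. The correlation across genes between these comparisons was 0.659 in MDA-MB-231 and 0.762 in 4T1, against 0.490 and 0.495 in the simulations. Genes are not independent replicates, so no p is given.

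In 4T1, the cholesterol synthesis list rose with MN-anti-miR10b against MN by a median log2 fold change of 0.75, with 19 of 19 genes higher (camera, adjusted p = 7.04e-14, and fry, adjusted p = 0.0204), with 0 genes called over all genes tested and 16 adjusted over the list alone. With the block, 18 were called over all genes tested (fry, adjusted p = 0.0365). In MDA-MB-231 its median against MN was 0.057. The YAP targets list had a median of -0.65 in 4T1, with 15 genes lower and 4 higher (camera, adjusted p = 1.72e-08, and fry, adjusted p = 0.00872), and 0.058 in MDA-MB-231. The stemness list had a median of 0.32 in 4T1 (camera, adjusted p = 0.0224, and fry, adjusted p = 0.00474) and 0.16 in MDA-MB-231, and its adjusted p in 4T1 rose to 0.0639 without MN library 3. Against MN, the medians of NRF2 targets were 0.11 in MDA-MB-231 and 0.072 in 4T1. Those of proliferation were -0.034 and 0.0057, and none of these passed the threshold. In MDA-MB-231, leaving out MN-anti-miR10b library 1 brought cholesterol synthesis to a median of 0.20 (camera, adjusted p = 0.00338) and YAP targets to 0.19 (camera, adjusted p = 0.0132), and leaving out MN-anti-miR10b library 2 brought proliferation to -0.16 (camera, adjusted p = 0.00626). Without MN-anti-miR10b library 3, the median of cholesterol synthesis there was -0.076. Between MN and NTC, cholesterol synthesis had a median of 0.18 in MDA-MB-231 and 0.21 in 4T1 (fry, adjusted p = 0.577 in each), and in MDA-MB-231 the camera adjusted p rose from 7.95e-05 to 0.0918 without NTC library 1. Between MN-anti-miR10b and NTC in MDA-MB-231, cholesterol synthesis had a median of 0.24, with 20 of 20 genes higher (camera, adjusted p = 3.69e-07, and fry, adjusted p = 0.213). With the block, 8 of them were called over all genes tested. Proliferation in that comparison had a median of -0.15, with 12 genes lower and 4 higher (camera, adjusted p = 0.0340, and fry, adjusted p = 0.774). The cholesterol and stemness lists hold LSS, KLF4 and LGR5, and the NRF2 list holds AKR1C1, AKR1C2 and AKR1C3, all named by the paper.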
